# Transcriptomic analysis of neuregulin-1 regulated genes following ischemic stroke by computational identification of promoter binding sites: A role for the ETS-1 transcription factor

**DOI:** 10.1371/journal.pone.0197092

**Published:** 2018-06-01

**Authors:** Monique C. Surles-Zeigler, Yonggang Li, Timothy J. Distel, Hakeem Omotayo, Shaokui Ge, Byron D. Ford

## Abstract

Ischemic stroke is a major cause of mortality in the United States. We previously showed that neuregulin-1 (NRG1) was neuroprotective in rat models of ischemic stroke. We used gene expression profiling to understand the early cellular and molecular mechanisms of NRG1’s effects after the induction of ischemia. Ischemic stroke was induced by middle cerebral artery occlusion (MCAO). Rats were allocated to 3 groups: (1) control, (2) MCAO and (3) MCAO + NRG1. Cortical brain tissues were collected three hours following MCAO and NRG1 treatment and subjected to microarray analysis. Data and statistical analyses were performed using R/Bioconductor platform alongside Genesis, Ingenuity Pathway Analysis and Enrichr software packages. There were 2693 genes differentially regulated following ischemia and NRG1 treatment. These genes were organized by expression patterns into clusters using a K-means clustering algorithm. We further analyzed genes in clusters where ischemia altered gene expression, which was reversed by NRG1 (clusters 4 and 10). NRG1, IRS1, OPA3, and POU6F1 were central linking (node) genes in cluster 4. Conserved Transcription Factor Binding Site Finder (CONFAC) identified ETS-1 as a potential transcriptional regulator of NRG1 suppressed genes following ischemia. A transcription factor activity array showed that ETS-1 activity was increased 2-fold, 3 hours following ischemia and this activity was attenuated by NRG1. These findings reveal key early transcriptional mechanisms associated with neuroprotection by NRG1 in the ischemic penumbra.

## Introduction

Stroke is the 5^th^ leading cause of death in the United States, with ischemic stroke being most prevalent [1, 2]. The molecular events initiated by ischemic stroke activate several biological cascades, ultimately leading to cell death. Tissue plasminogen activator (tPA) is the only approved drug for treatment of ischemic stroke in the United States, but only 3–5% of patients fit the inclusion criteria for administration of this drug. Therefore, there is an urgent need to better understand the pathophysiology associated with ischemic stroke to reduce the associated cell death and develop more effective therapies.

Ischemic stroke occurs when the arterial blood supply to the brain is obstructed. Brain ischemia is characterized by an early onset neuronal death that begins within minutes following stroke [3–6]. This initial area of brain injury (the infarct core) occurs within minutes and is characterized by low cerebral blood flow, energy failure, and excitotoxicity. The resulting ischemic brain injury also is accompanied by increased synthesis of inflammatory molecules which causes damage to brain cells in a larger area of brain tissue which surrounds the necrotic core of the infarct (the ischemic penumbra) where the blood supply is compromised but not completely interrupted [7, 8]. In the penumbra, neurons can survive for several hours following stroke onset, suggesting that the therapeutic window for treating stroke can be quite prolonged. Studies have shown that the progression of damage in the ischemic core following ischemic stroke reaches its maximum size at around 3 hours [9, 10]. The progression of irreversible damage to the penumbra following stroke occurs within 3–24 hours after injury [9–14].

Neuregulins are a family of structurally related proteins that have diverse functions in the nervous system that have shown promise in treating stroke. Neuregulin 1 (NRG1) was discovered by multiple laboratories investigating cancer biology mechanisms, neuromuscular junction function and Schwann cell proliferation [15–20]. Many reports from our laboratory and others have shown that administration of NRG1 reduces neuronal damage and pro-inflammatory gene expression following middle cerebral artery occlusion (MCAO) in rats with an extended therapeutic window [21–28]. However, the transcriptional regulation of these processes is not completely understood. The identification of genes affected by NRG-1 treatment and the transcription regulators modulating these genes will provide important insight into the mechanism of NRG-1 protection following stroke.

Transcription factors (TF) are proteins that bind to regions of DNA sequences (transcription factor binding sites; TFBS) and control the expression of genes. The presence of specific TFBS in the regulatory regions of genes allows for the prediction of TF involved in the particular gene expression events. While several studies have used high-throughput analysis to examine gene expression changes after ischemic stroke, only a couple have used computational bioinformatics tools to predict transcriptional regulators that modulate the differentially expressed sets of genes [29, 30]. In this study, we performed a computational bioinformatics analysis to identify gene expression profiles and associated transcriptional mechanisms altered following NRG1 treatment at three hours following permanent MCAO using the CONserved transcription FACtor binding site finder (CONFAC) program [31]. CONFAC software allows for the computational prediction of TF that regulate genes of interest in a specific dataset. To capture the mechanisms involved in the initial stages of neuronal injury that occurs in the penumbra, we identified gene expression profiles altered following NRG1 treatment at 3 hours following ischemic stroke and the transcription factors that regulated the expression of these genes. Understanding these cellular and molecular mechanisms may give insight into mechanisms occurring in the ischemic penumbra and how neurons are protected by NRG1. These findings could support the development of clinical studies using NRG1 for the treatment of patients with acute stroke.

## Materials and methods

All animals were treated humanely and with regard for alleviation of suffering and pain and all surgical protocols involving animals were performed by sterile/aseptic techniques and were approved by the Institutional Animal Care and Use Committee at Morehouse School of Medicine prior to the initiation of experimentation. Male adult Sprague—Dawley *rattus norvegicus* (250-300g; Charles River Laboratory International, Inc., USA) were housed in standard cages in a temperature-controlled room (22 ± 2°C) on a 12 hour reverse light-dark cycle. Food and water were provided *ad libitum*.

Animals were randomly allocated into 3 groups: sham (control), MCAO + vehicle treatment (MCAO) and MCAO + NRG1 (MCAO+NRG1). Rats in the treatment groups (MCAO and MCAO+NRG1) were subjected to a left permanent MCAO. Rats were anesthetized with 5% isoflurane with an O_2_/N_2_O mixture (30%/70%) prior to surgery. After anesthesia administration, a rectal probe monitored the core body temperature, and a Homoeothermic Blanket Control Unit (Harvard Apparatus, Hollister, MA) was used to ensure the body temperature maintained at 37 degrees Celsius. Cerebral blood flow was monitored throughout the length of the surgery by a continuous laser Doppler flowmeter (Perimed, Ardmore, PA), with a laser Doppler probe placed 7 mm lateral and 2 mm posterior to bregma in a thinned cranial skull window.

MCAO was induced by the intraluminal suture method as we previously described [21]. Briefly, a 4 cm length 4–0 surgical monofilament nylon suture coated with silicon (Doccol Corp., Sharon, MA, diameter 0.37 mm, length 2.3–2.5 mm) was inserted from the external carotid artery (ECA) into the internal carotid artery (ICA) and then into the Circle of Willis, to occlude the origin of the left middle cerebral artery (MCA). Rats in the sham control group underwent the same procedure as those in the injury group, but a filament was not inserted into the ICA. Animals assigned into treatment groups (MCAO or MCAO+NRG1) were administered 50 μl of NRG1β reconstituted with 1% BSA in PBS (20 ug/kg; EGF-like domain, R&D Systems, Minneapolis, MN) or vehicle (1% BSA in PBS) All treatments were administered by bolus injection into the ICA through ECA immediately before MCAO, as previously described [32]. Animals were sacrificed three hours after MCAO. All NRG1 and vehicle treatment studies were performed in a blinded manner.

### Histology and immunohistology

A subset of the brains were used for 2,3,5-triphenyltetrazolium chloride (TTC) staining as previously described [33] (n = 3). With TTC labeling, the infarcted region appears white, whereas the normal non-infarcted tissue appears red. The remaining rats were anesthetized with 5% isoflurane and received saline followed by cold 4% PFA solution in PBS via transcardial perfusion. Brains were quickly removed and cryoprotected in 30% sucrose and cryosectioned at 20 μm thickness from the entire brain of each animal. Sections were mounted on slides which were stored at −80°C until further processed. Fluoro-Jade B (FJB, AG310, Millipore) labeling was performed as previously described [34]. To obtain FJB labeling, tissue sections were first dried at 50°C for 30 minutes, and 4% PFA was added to sections for 15 minutes. Sections were then washed with distilled water and incubated on a shaker table in 0.06% potassium permanganate (KMnO4) for 10 minutes and distilled water for 2 minutes. Fresh FJB solution (0.0004%) was then added to all sections for 20 minutes at room temperature. Sections were then rinsed in distilled ware dried at 50°C, cleared by immersion in xylene for 2 minutes and cover slipped with DPX mounting medium.

To quantify FJB labeling, every tenth section obtained from coronal sectioning of the forebrain of each rat (n = 3 for each condition) was labeled. A Nikon microscope equipped with CCD camera (Nikon, Melville, NY) was used to capture digital images of 2 sections in the piriform cortex at the same level across rats (at -0.30 mm from bregma) at 200X magnification. The number of FJB-positive cells was determined using Image J software and its automated cell counting feature (https://imagej.nih.gov/ij/; National Institutes of Health, Bethesda, MD). Only profiles of neuronal somas were counted and FJB-positive fragments were excluded. A mean value of FJB-positive cells per unit area within each brain region was obtained for each individual rat. These mean values from each rat were used as the statistical unit of measure for analysis by one-way ANOVA to determine statistically significant treatment effects.

### Microarray analysis

All animals were sacrificed three hours following MCAO (n = 3 for each condition) or sham surgery (n = 4). Brains were extracted and sectioned into 2 mm coronal sections (approximately +3.0 to −5.0 from bregma) using a brain matrix. The brains were separated at midline and the injured (left) cortical tissue was isolated. A left hemi-cortical tissue from the sham was used as the control. Total RNA was extracted with TRIzol Reagent (Life Technologies Corp, Carlsbad, CA), quality controlled and quantified by Agilent 2100 Bioanalyzer (Agilent Technology, Santa, Clara, CA). Microarrays were completed according to manufacturing guidelines (Affymetrix Inc., Santa, Clara, CA), with cRNA hybridized to an Affymetrix Rat Genome 2.0st Gene Chip (Affymetrix Inc.). The chips were processed and scanned according to manufacturing guidelines. Microarray chips were used for each of experimental sample groups.

Statistical analysis of microarray data was completed using the Bioconductor/R platform [35]. The oligo package, Robust Multi-Array Average (RMA) algorithm, was used to normalize data [36]. The Limma software package was used to conduct a Bayes moderated t-statistics analysis for each gene within the three experimental groups to identify differentially expressed genes (p-value <0.05) [37]. In Limma, the pairwise t test is conducted then adjusts p value by the Benjamini-Hochberg (BH) correction method for false discovery rate (FDR). Genesis software (http://genome.tugraz.at/) was used to complete the k-means cluster analysis (k = 10, user defined). Data underlying the study are within the paper and its Supporting Information files (S1 Table), and expression analysis data are available at the NCBI Gene Expression Omnibus (GEO) Repository (GSE103661).

Genes within each cluster of interest were uploaded to Ingenuity Pathway Analysis (IPA) software (Qiagen, Redwood City, CA; www.ingenuity.com). The gene datasets were analyzed between April 15, 2016, and April 30, 2016, using IPA. Genes that were present in the Ingenuity Knowledge Base (manually curated data from journals and external databases) were deemed “analysis-ready” by IPA and further analyzed. The right-tailed Fisher Exact Test was used to calculate a p-value determining a function or pathway in the Global Functional Analysis and Global Canonical Pathway that is due to random chance. Network, biological relationships, and functional analyses were created from the Ingenuity Knowledge Base. IPA also enabled the identification of direct (physical interaction) and indirect (no physical interaction) biological relationships created by “growing” the network of analysis-ready gene. The networks were “grown” by adding 15 additional molecules (user defined), to capture interactions/relationships between the analysis-ready genes. The genes added to the network were selected via the Ingenuity Network Generation Algorithm. This algorithm facilitated the addition of genes with the most biological relationships with the analysis-ready genes (cluster genes), while limiting the relationships between these 15 genes. The node genes in a network are defined as those that are highly connected and may do a large amount of the overall regulation of other genes in the network.

Enrichr (http://amp.pharm.mssm.edu/Enrichr/) is a web-based user interface, which allows users upload a list of genes [38]. The database retrieves data from many biological databases, which allows for the identification of associated pathways and ontology tools, to name a few. In the database, gene ontology (GO) biological processes 2015 were used to detect the top 5 biological processes (unadjusted p-values) associated with genes within the identified clusters. The Enrichr adjusted p-value value was used to identify the most critical processes. Enrichr calculates this value by using a rank based ranking; they use the Fisher exact test on multiple random gene sets to calculate the mean rank and standard deviation from the expected rank for each term in the gene set library. The z-score is then computed to evaluate the deviation from the expected rank. The p-values and associated adjusted p-values are provided to the user.

A tab-delimited text file containing the gene name and RefSeq ID of the genes in the clusters of interest was uploaded to the CONFAC web browser interface (http://confac.emory.edu/). The dataset was analyzed between April 1, 2016, and May 15, 2016. Due to the genomic similarity between the two species, mouse and rats, (~90%) we placed the list of rat genes into CONFAC). CONFAC software identified mouse orthologs from the uploaded gene list (from UCSC and ENSEMBL genomes). The software uses the UCSC genome database to identify 3kB genomic sequence in the proximal promoter region. CONFAC software next identified significantly conserved sequences (e-value < 0.001), which were analyzed for TFBS using MATCH™ software. TFBS and associated position weight matrices (PWM) were identified for genes that were conserved following a MATCH analysis with a matrix similarity of 0.85 and core similarity of 0.95. The final output table, which consisted of the cohort list of genes and the position weight matrix (collected in TRANSFAC® database), identified potential TFBS and the number of TFBS determined for each gene of interest. The CONFAC program then allowed for additional analysis using a Mann-Whitney U-test, which facilitated the statistical analysis of TFBS over-represented in the sample dataset compared to the 17 control random control datasets provided by CONFAC [31]. A TFBS was determined to be of over-represented if it was significantly increased following Mann-Whitney U tests against all 17 control datasets (p = 0.05). Enrichr (http://amp.pharm.mssm.edu/Enrichr/) is a web-based user interface, which allows users upload a list of molecules and the database retrieves data from many biological databases allowing for the identification of associated pathways and ontology tools [38, 39]. Gene ontology (GO) was used to detect biological processes associated with the CONFAC predicted TF. The top 5 most significant (unadjusted p-values) biologically processes were selected for this analysis. The Enrichr adjusted p-value value was used to identify the most critical processes. Enrichr calculates this value by using a rank based ranking; they use the Fisher exact test on multiple random gene sets to calculate the mean rank and standard deviation from the expected rank for each term in the gene set library. The z-score is then computed to evaluate the deviation from the expected rank. The p-values and associated adjusted p-values are provided to the user.

The Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (http://string-db.org) was used to analyze the protein—protein interactions between the CONFAC predicted TF [40]. The protein-protein interactions are based on both known and predicted interactions, with line thickness indicating the strength of data support. STRING analysis determining the confidence of interaction (line thickness) by collecting data from multiple databases to determine the interaction likelihood. Confidence score are calculated by combining the probabilities from each evidence category including, but not limited to, prior co-expression, experimental data, association in curated databases and co-mentioned in Pub-Med abstracts.

### Real-time RT-PCR

Total RNA was extracted from tissue in each group (control, MCAO, and MCAO+NRG1) and quantified, as stated above. Quantitative real-time PCR (qRT-PCR) was performed using the iTaq Universal SYBR Green One-Step Kit (Bio-Rad Laboratories, Inc., Hercules, California) along with custom oligo primers for IRS1 (forward: CTGCATCGGACTCTACCAGG; reverse: CGAGGACTAAGTCTCCCCCA), OPA3 (forward: AGAGTGCAATTGATGCCCCA; reverse: TGAGGGGATCTGTACAGGCA) POU6F1 (forward: TGACTATGCTCTTCCTCCCCT; reverse: CACAGGAGGGGAAATACAGTTGA); SK1/Kcnn1 (forward: TCATCTCCATTACCTTCCTG; reverse: AGCCTGGTGTGTTTGTAGAT), SK2/Kcnn2 (forward: ACCTGCACGAGATGGACTCA; reverse: TTGTGCTCCGGCTTAGACAC); ERG1 (forward: CAACATCGCCACAGGAGA; reverse: ACACGGTACTCAGGGTCCAT) ERG2/Kcnh6/Kv11.2 (forward: AGATTGGAGTCCCGTGTGTC; reverse: TCCCACCAGAAGCGTAGACT) (Life Technologies, Rockville, MD), according to manufacturing guidelines. Reactions were carried out using a Bio-Rad CFX96™ Real-Time System mounted on a C1000™ Thermal Cycler with a reaction volume of 10ul. The average ΔCt was calculated for each experimental group (n = 3 for each condition), where ΔCt = Ct (gene of interest)–Ct (Housekeeper gene–GAPDH).

### Multiplex transcription factor assay

Brain tissues from the ipsilateral cortex, lateral to sections obtained for RNA extractions, was used for these studies (n = 3 for each condition). Nuclear proteins were isolated using the USB Nuclear Extraction Kit (Affymetrix, Inc.). The Procarta Transcription Factor Assay (Affymetrix, Inc.) was used to measure transcription factor DNA binding activity. The Procarta transcription factor DNA detection probes and nuclear extracts from samples were incubated for 30 minutes at 15°C to form a protein-DNA complex. Procarta controls (n = 3) and blanks (n = 3) samples were also added. Unbound protein and DNA were removed by adding a cold binding buffer to samples on a 96-well filtered plate (separation plate) and placement of a collection plate below. The samples were washed, incubated on ice for 5 minutes (1x), centrifuged for 5 minutes at 4°C, and flow through discarded. Each step was repeated five times and centrifuged for 3 minutes at 4°C. Protein-DNA complex were denatured at 95°C for 5 minutes, and then incubated with capture beads for 30 minutes at 50°C on a shaker for 400 rpm. Capture beads were washed, and Streptavidin-PE was added to for 30 minutes at room temperature on a shaker for 400 rpm. Capture beads are then washed and resuspended in reading buffer on a shaker at 400 rpm and read on the Luminex instrument (Bio-plex system 200, Bio-Rad, Hercules, California). All protocols were performed according to the manufacturer’s guidelines.

## Results

We previously demonstrated neuroprotection by NRG1 following ischemia in rat models [32, 33, 41–43]. Using MRI, we showed that the neuroprotective effects were seen as early as 1 hour following ischemia in subcortical brain regions [33]. In these studies, rats were treated with NRG1 immediately before MCAO for 3 hours and showed that the neuronal injury was limited to subcortical regions at 3 hours post MCAO and later spread to the cortex, indicative of an ischemic penumbra [33]. Therefore, we examined gene expression profiles in the ischemic brain cortex following vehicle and NRG-1 treatment. Minimal TTC staining is detected in brain tissues 3 hours following MCAO (Fig 1A) or MCAO + NRG1 treatment (Fig 1B) compared to damage after 24 hours (Fig 1C). Fluoro JadeB (FJB) labeled neurons primarily in the striatum but limited to the piriform cortex 3 hours after MCAO, indicating early neuronal injury in the ischemic penumbra (Fig 1D). The presence of FJB labeled cells was decreased by 80% in the cortex of animals treated with NRG1 (Fig 1E and 1F).

**Fig 1:**
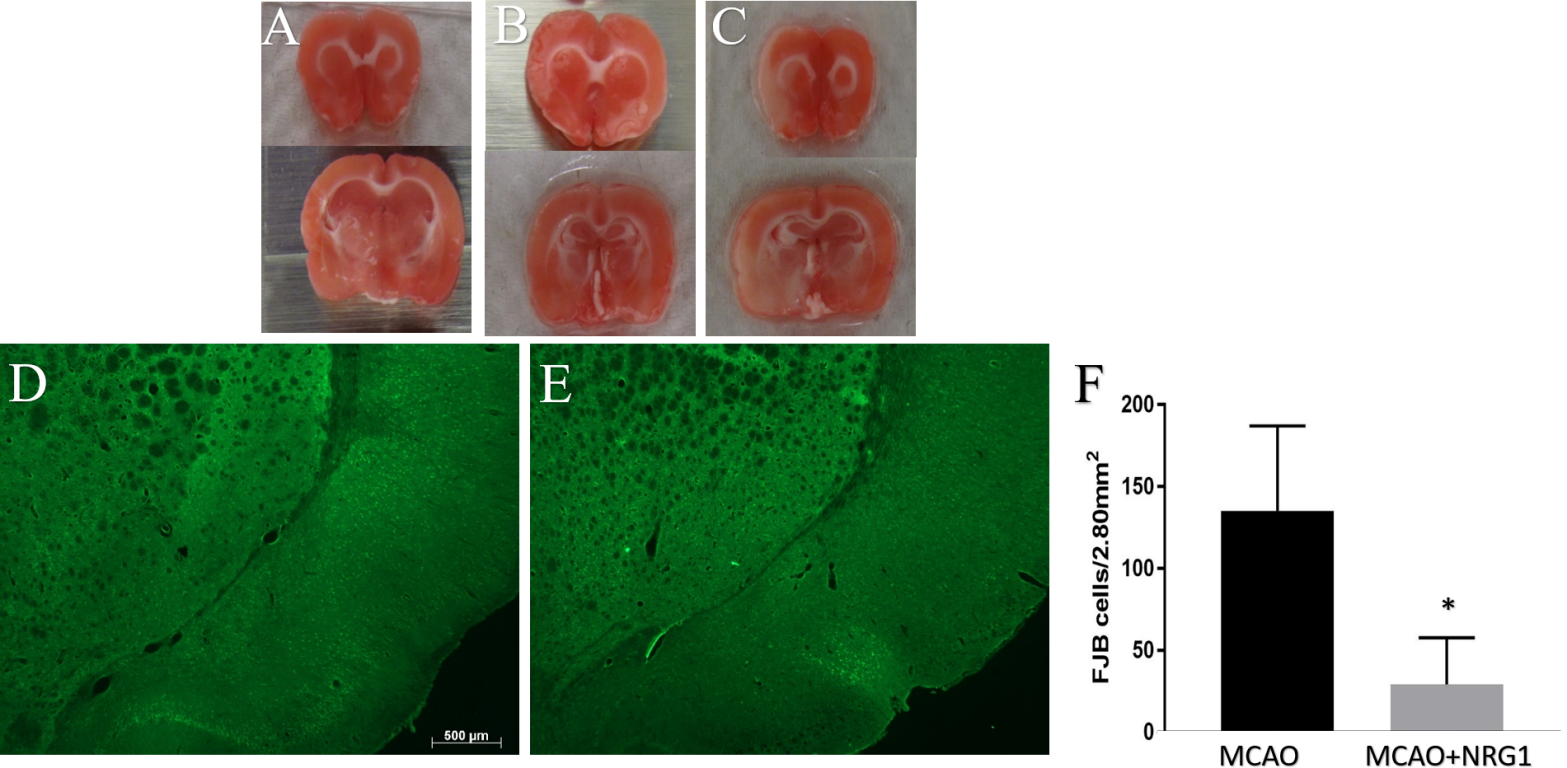
Cell markers of injury following permanent MCAO. There was no obvious difference in TTC staining in either (A) MCAO or (B) MCAO + NRG1 tissue 3 hours after injury compared to damage 24 hours after MCAO (C). At 3 hours following MCAO, FJB labeled degenerating/injured cells were detected in the injured cortex following vehicle treatment (D), which were dramatically reduced following NRG1 treatment (E,F). Graph indicates mean value ± SEM; n = 4; p < 0.05.

To examine how NRG1 alters early gene expression in the ischemic penumbra following brain ischemia, microarray analysis was performed on cortical tissues from control, MCAO, and MCAO+NRG1 animals three hours following MCAO. 

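Markers of neurons, astrocytes and microglia did not pass a test between occluded and sham cortex 3 hours after surgery. The 20 measured neuron markers had a median difference of 0.02 log2 between MCAO (n = 3) and sham (n = 4), the 12 astrocyte markers −0.07 and the 17 microglia and macrophage markers −0.26. Markers of striatal neurons, the medium spiny cells that lie below the cortex, were higher in MCAO, with 1 of 14 members called: Tac1, the substance P precursor gene, at 0.84 ± 0.24 log2 (fold change ± SE). Oligodendrocyte markers had a median of 0.04, with 1 of 15 members called higher. The lists were tested with camera in limma, which compares a list with all other genes. Over all tested probe sets the median difference between MCAO and sham was −0.16 log2. Camera gave adjusted p = 0.265, 0.557 and 0.531 for neurons, astrocytes and microglia, and 7.55e-05 and 0.0348 for striatal neurons and oligodendrocytes. The last 2 lists did not pass with an estimated correlation between genes (adjusted p = 0.647 and 0.787 with an estimated correlation). The deposited log2 RMA values differed in overall level. Over the probe sets with a single gene symbol, the array median was 6.05 to 6.11 in sham and 5.79 to 5.81 in MCAO+NRG1. It was 5.80, 5.82 and 6.12 in the MCAO arrays numbered 1, 2 and 3. Over all probe sets the median was 4.95 to 5.14 in sham and 4.66 to 4.69 in MCAO+NRG1. There the MCAO arrays had 4.75, 4.69 and 4.92, so array 3 lay below every sham array. Array medians and median centring refer below to the single-symbol probe sets. Centring raises every log2 fold change by 0.16 for MCAO against sham, by 0.11 for MCAO+NRG1 against MCAO and by 0.27 for MCAO+NRG1 against sham. Fold changes are given on the deposited scale unless stated.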

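Olfactory and vomeronasal receptor genes, which the cortex is not known to use, gave the level of signal near background: 95% of their 1358 probe sets had a mean under 4.64 log2 over the 10 arrays. Among the 18511 probe sets with a single gene symbol, 12636 (68.3%) lay above that level. Genes of neuronal activity were well above it in sham cortex (n = 4), with Dusp1, a MAP kinase phosphatase gene, at 9.79 ± 0.38 (mean ± SD) and Arc, a gene of synaptic plasticity, at 8.86 ± 0.46. The receptor gene Or8h7b was 1 of 68 receptor probe sets above it, at 8.36 ± 0.41. Several symbols were listed for 575 further probe sets and none for 17599, and these were left out of the tests.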

Of the 36,685 gene probes on the Affymetrix rat 2.0st chip, 19,866 genes were annotated for the rat genome. The MA plots show the relationship between the signal intensity for the expressed genes and difference between two conditions for those genes. The plots in Fig 2A compare the gene intensities of the genes present in the experiments for the sham control and MCAO. Following MCAO, there was a dramatic increase in the number of genes upregulated and downregulated. 

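Ischemia raised the activity-dependent transcription factor genes Npas4, by 4.10 ± 0.38 log2 (fold change ± SE, n = 3 MCAO against 4 sham), and Fos, by 3.06 ± 0.30. Genes of inflammatory signalling rose as well: Ptgs2, which encodes cyclooxygenase-2, by 1.91 ± 0.24, and the chemokine genes Ccl2 and Ccl3 by 2.07 ± 0.48 and 1.95 ± 0.33. Olr1, which encodes a receptor for oxidized LDL, rose by 2.84 ± 0.35, Gadd45g, a stress-induced gene, by 1.61 ± 0.35, the activin subunit gene Inhba by 1.60 ± 0.31, the small GTPase gene Rem2 by 1.60 ± 0.20 and Serf1 by 1.54 ± 0.34. The microRNA genes Mir329 (−1.92 ± 0.23), Mir543 (−1.80 ± 0.24), Mir382 (−1.42 ± 0.21), Mir134 (−1.26 ± 0.20), Mir501 (−1.32 ± 0.26) and Mir493 (−1.32 ± 0.30) were among the largest falls. The sphingolipid desaturase gene Degs2 (−1.33 ± 0.27), the homeobox gene Lhx5 (−1.33 ± 0.19), the collagen gene Col1a2 (−1.32 ± 0.29) and Rps15al2 (−1.36 ± 0.32) fell too. The signal of Mir329, Mir543, Mir382, Mir501, Mir493, Lhx5 and Rps15al2 in MCAO, and of Olr1 and Ccl2 in sham, was near background. The sizes of these changes are therefore not exact. With limma, 1241 probe sets passed an adjusted p under 0.05, 203 higher and 1038 lower in MCAO; the split was 407 higher and 197 lower after median centring and 396 and 346 after quantile normalization. Col1a2, Mir501, Mir493 and Rps15al2 no longer passed in limma after median centring (adjusted p = 0.0553, 0.0561, 0.0684 and 0.06). The count moved by over 1.5 times when 1 array was left out: it was 3357, 103, 205 and 102 without sham replicates 1 to 4, 163, 155 and 3583 without MCAO replicates 1 to 3, and 826 and 796 without MCAO+NRG1 replicates 1 and 3.

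**Figure D1:**
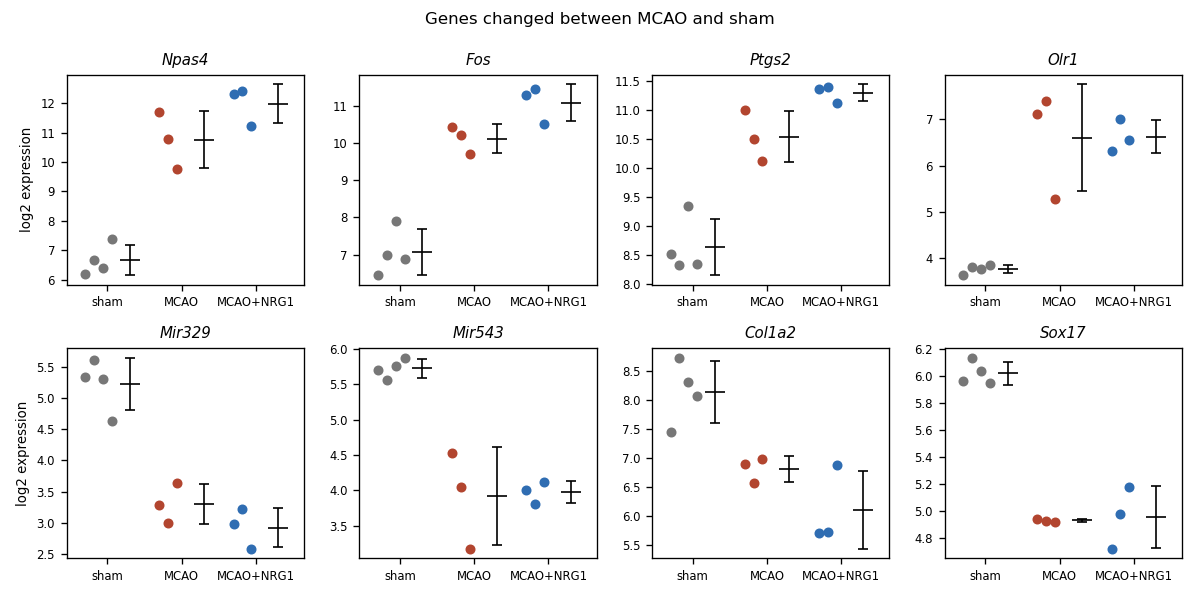
Expression (log2, deposited values) of 8 genes in each array of the sham (grey, n = 4), MCAO (red, n = 3) and MCAO+NRG1 (blue, n = 3) groups, with mean ± SD in black beside the points. Npas4 had a mean of 6.65 in sham and 10.75 in MCAO, and Mir329 of 5.22 and 3.31; the vertical axes differ between genes and do not start at 0.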

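Immediate early genes rose as a group after MCAO: 15 of 42 measured members were called higher and none lower, among them Rgs2, a regulator of G-protein signalling (9.49 ± 0.34 log2 in MCAO and 8.09 ± 0.43 in sham, mean ± SD), Jun (fold change 0.93 ± 0.18 SE) and Fosb (1.67 ± 0.42), and 27 were higher and 2 lower when adjusted over the list alone. Inflammatory cytokines and NF-kB targets had 6 of 36 members higher, such as Ccl4 (1.41 ± 0.23) and Il1a (1.15 ± 0.23). Heat shock genes had 2 of 20 higher, the co-chaperones Dnajb4 (0.91 ± 0.19) and Dnaja1 (0.63 ± 0.15). Of 28 hypoxia genes 2 were called higher, among them the collagen hydroxylase gene P4ha1 (1.01 ± 0.19). In the same list 1 was called lower, Ddit4 (−0.73 ± 0.18), an inhibitor gene of mTOR signalling that did not pass after median centring. The list median was −0.0238, and its test ran upward, since camera compares a list with all other genes. Over all tested probe sets the median was −0.16, so a list that passes upward need not have risen. The stress response had 3 of 27 members higher, such as Ppp1r15a (0.97 ± 0.19), and sterol synthesis 1 of 20, Idi1 (1.24 ± 0.28). Vascular and meningeal genes fell: 4 of 16 endothelial markers, such as Sox17 (−1.09 ± 0.15), Vwf (−1.05 ± 0.25) and Tie1 (−0.77 ± 0.18), and 10 of 23 markers of meningeal and perivascular fibroblasts, such as Col1a1 (−0.82 ± 0.19), Igf2 (−0.78 ± 0.16) and Thbs2 (−0.65 ± 0.15). Of 47 genes of the imprinted Dlk1-Dio3 region, which carries a large microRNA cluster, 17 fell, Mir673 by −1.23 ± 0.17. Camera in limma gave adjusted p = 2.27e-22 for immediate early genes, 2.38e-06 for cytokines, 5.57e-06 for heat shock, 0.0348 for hypoxia, 0.00146 for the stress response, 2.74e-04 for sterol synthesis, 0.00118 for endothelial, 7.83e-05 for meningeal and 3.67e-10 for Dlk1-Dio3 genes. No list passed with an estimated correlation (adjusted p = 0.339, 0.647, 0.339, 0.678, 0.573, 0.647, 0.647, 0.647 and 0.28 with an estimated correlation, in the same order). The sterol and Dlk1-Dio3 lists were written after reading the paper's tables of genes selected on these arrays. Their tests are therefore not independent evidence. Median centring left 1 endothelial, 1 meningeal and 9 Dlk1-Dio3 members called lower, and Vwf, Tie1, Col1a1 and Thbs2 were not among them.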

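The olfactory receptor gene Or8h7b fell from 9.95 ± 0.34 log2 in MCAO to 7.90 ± 0.15 in MCAO+NRG1 (mean ± SD, n = 3 each; −2.05 ± 0.23 SE), and no other probe set was called between the 2 occluded groups. Of the genes that did not pass, Dusp6, a phosphatase gene induced by ERK signalling, stood at 1.10 ± 0.19 with NRG1, Dusp1 at 1.25 ± 0.31, the mitochondrial carrier gene Slc25a25 at 0.69 ± 0.18, Dppa3 at 0.78 ± 0.17 and Rbbp7-ps1 at 0.71 ± 0.19. On the other side stood the microRNA gene Mir122 at −1.14 ± 0.18, S100a11 at −1.15 ± 0.27, Ifitm7 at −0.94 ± 0.21, C13h1orf116 at −0.68 ± 0.17 and Fxyd5 at −0.67 ± 0.16. Mir122, Dppa3 and C13h1orf116 were near background in both groups, so their fold changes are not exact. Immediate early genes were higher with NRG1 as a list: 39 of 42 members had a positive fold change, among them Arc at 1.15 ± 0.30, with a list median of 0.60. None of the 42 was called over all probe sets, and 17 were when adjusted over the list alone. The list passed camera (adjusted p = 1.19e-42) and did not with an estimated correlation (adjusted p = 0.24 with an estimated correlation). Per-array list medians, relative to the sham mean, were 0.82, 0.77 and 0.40 in MCAO and 1.27, 1.53 and 0.79 in MCAO+NRG1. The 2 groups thus overlapped, also after median centring (lowest 1.07 with NRG1, highest 1.09 without it). In limma, 1 probe set had an adjusted p under 0.05 and 594 an unadjusted p under 0.05 (153 higher, 441 lower), where 926 are expected by chance; median centring gave 385 higher and 191 lower. The call on Or8h7b was lost without MCAO replicate 1 or 3, when all probe sets on the array were tested, with an ordinary variance, and without both occluded arrays numbered 2 after median centring.

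**Figure D2:**
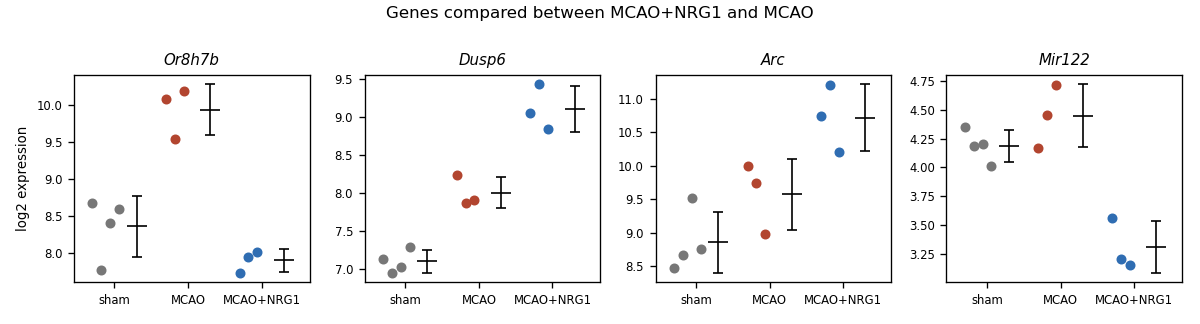
Expression (log2, deposited values) of Or8h7b, Dusp6, Arc and Mir122 in each array of the sham (grey, n = 4), MCAO (red, n = 3) and MCAO+NRG1 (blue, n = 3) groups, with mean ± SD in black beside the points. Dusp6 had means of 7.09, 8.00 and 9.10 in the 3 groups; the vertical axes differ between genes and do not start at 0.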

When we compared experiments from MCAO and animals treated with NRG-1 before MCAO (Fig 2B), there were many genes which were up- and downregulated by NRG-1. R/Bioconductor analysis indicated that 2,693 genes were differentially expressed among the three treatment groups (p<0.05). These genes were selected for further analysis. 

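In MCAO+NRG1 compared with sham, Npas4 rose by 5.34 ± 0.38 log2 (fold change ± SE, n = 3 against 4), Fos by 4.02 ± 0.30, Egr2 by 2.79 ± 0.35, Ccn1, which encodes a matrix signalling protein, by 2.71 ± 0.42 and Fosb by 2.57 ± 0.42. Gadd45g (2.90 ± 0.35), Olr1 (2.86 ± 0.35), Ptgs2 (2.66 ± 0.24), Ccl3 (2.33 ± 0.33) and Inhba (2.20 ± 0.31) rose as well. Ttr and Kl, both expressed in the choroid plexus, fell by −2.93 ± 0.91 and −1.57 ± 0.47, Col1a2 by −2.04 ± 0.29, the endothelial tight junction gene Cldn5 by −1.52 ± 0.26 and Ehd2, a gene of caveolae, by −1.77 ± 0.19. Mir329 (−2.29 ± 0.23), Mir543 (−1.75 ± 0.24), Mir380 (−1.50 ± 0.23, near background in both groups and so not exact), Degs2 (−2.04 ± 0.27) and the carbonic anhydrase gene Car3 (−1.47 ± 0.46) fell with them. Choroid plexus markers varied widely among the sham arrays, with list medians of −0.51, 0.52, −0.09 and −0.16 relative to the sham mean. The falls of Ttr and Kl are uncertain for that reason. Mir329 and Mir543 stayed near background in MCAO+NRG1 (−0.38 and 0.06 from MCAO), as Olr1 was in sham, so their changes are not exact either. Of 42 immediate early genes 30 rose, of 16 endothelial markers 12 fell and of 23 meningeal markers 17 fell; after median centring the calls were 30, 3 and 8. In limma, 3199 probe sets differed between MCAO+NRG1 and sham (279 higher, 2920 lower). Of these, 993 were also called in the same direction between MCAO and sham (424 after median centring). Both contrasts use the same sham arrays, which alone can give shared calls, so the overlap is no measure of a common effect. The moderated F test over the 3 groups was passed by 2123 at an adjusted p under 0.05 and by 5863 at an unadjusted one. Median centring left 995 (707 higher, 288 lower) and 749 by the F test, and Ttr, Kl and Car3 no longer passed; quantile normalization gave 553 higher and 488 lower. Both counts hung on single arrays: those of the F test were 3798, 304, 447 and 329 without sham replicates 1 to 4, 4415 without MCAO replicate 3 and 1083 and 970 without MCAO+NRG1 replicates 1 and 3, and those against sham 1094, 1348 and 1241 without sham replicates 2 to 4, 4936 without MCAO replicate 3 and 1124, 1698 and 889 without MCAO+NRG1 replicates 1 to 3.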

The Genesis software (http://genome.tugraz.at/) k-means clustering algorithm was used to identify genes with similar mean expression patterns across all experimental groups and presented 10 expression profiles (Fig 2C). 

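The expression profiles were mostly of genes that moved away from sham in both occluded groups. Mir329, Igf2, Vwf and Tie1 belonged to the largest profile (561 probe sets), which lay lowest in MCAO+NRG1. The profile of Sox17, Lhx5, Mir134 and Grm2 (473 probe sets) was as low with NRG1 as without it. Npas4, Fos, Olr1 and Ptgs2 shared a profile of 98 probe sets that was higher in both groups, and Dusp6, Arc, Egr2 and Ccn1 a profile of 60 that was highest with NRG1. Dppa3, Fut4, Rps15al2 and Sall3 were in a profile of 30 probe sets that was low in MCAO and moved back 0.68 of the way to sham with NRG1. Or8h7b and Ifitm7 were in a profile of 7 that was high in MCAO alone. K-means with 10 profiles was run on the standardized group means of the probe sets that passed the F test, and carries no test of its own. In all, 3 profiles with 269 probe sets (262 lower and 7 higher in MCAO) moved back by at least 0.25; 232 of them were in 1 profile at 0.254, just past that bound, and the next profile, of 90 probe sets, was at 0.239. Sham was the highest group in 6 of the 10 profiles and the lowest in 3. With median centring, a setting added after the data were seen, sham was the highest group in 4 profiles and the lowest in 5. Probe sets in profiles lower than sham in both occluded groups then went from 1868 to 224, and those in profiles higher in both from 248 to 523. That setting left 38 probe sets in profiles that moved back by at least 0.25. On the deposited scale their number ran from 2 without sham replicate 4 to 814 without MCAO replicate 3.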

For each cluster, the baseline mean value for the genes was compared to levels following MCAO and to MCAO with NRG1 treatment. The genes located in each cluster are listed in S1 Table. We focused on genes within clusters whose mean expression was altered following MCAO and trended toward baseline expression following NRG1 treatment. 

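Among the genes that passed the F test, Rps15al2 was 1.00 ± 0.34 log2 higher in MCAO+NRG1 than in MCAO (fold change ± SE, n = 3 each), Rbbp7-ps1 and Fut4 (0.56 ± 0.22) were also nearer to sham, and Ifitm7 and P4ha1 (−0.45 ± 0.20) were nearer to sham from above. None of the 5 passed limma between the occluded groups. Fut4 in every group, Rps15al2 in MCAO and Ifitm7 in sham were near background, where fold changes are not exact. Only Or8h7b was called in both steps in opposite directions. Counting every probe set that passed the F test and moved back by at least 0.25 of the way, 184 were found, 138 lower and 46 higher in MCAO than in sham, and 4 of the 184 went past sham and ended further from it. The paper takes the clusters that MCAO altered and NRG1 moved toward baseline as its clusters of interest. The correlation of the 2 steps over all probe sets was −0.18 (−0.35 without MCAO replicate 2 to −0.0314 without MCAO+NRG1 replicate 2, and −0.101 without dim probe sets) and the covariance −0.0119; simulations without an NRG1 effect, which passed 4204.5 probe sets by the F test against 2123, gave −0.28 and −0.0238. Median centring left 64 (32 lower, 32 higher), and leaving out dim probe sets 124 (76 lower, 48 higher). Without single arrays the count was 396, 14, 27 and 14 (sham replicates 1 to 4), 841 (MCAO replicate 3) and 114, 104 and 111 (MCAO+NRG1 replicates 1 to 3).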

Clusters 3, 4 and 10 all fit this selection criterion and were selected as our clusters of interest. 

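Fut4, a fucosyltransferase gene of cluster 3, was 4.46 ± 0.35 log2 in sham, 3.65 ± 0.05 in MCAO and 4.21 ± 0.34 in MCAO+NRG1 (mean ± SD, n = 4, 3 and 3). Dppa3, which encodes a protein that protects DNA methylation in the early embryo, stood at 3.55 ± 0.16, 3.02 ± 0.17 and 3.80 ± 0.20. Of the 10 cluster 3 genes 9 were measured; 8 were lower in MCAO than in sham, 2 of them called by limma and neither after median centring, and 8 were higher with NRG1 than without it. None passed an adjusted p under 0.05 for NRG1 against MCAO and 7 had an unadjusted p under 0.05. The study chose these genes on the same samples, so the counts are not independent evidence of a direction. Only 2 of the 9 had a mean over all arrays above 4.64 log2, the level that 95% of the receptor probe sets lay under.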

Cluster 3 was excluded from further analysis due to the limited number of genes in this cluster to analyze (n = 10). 

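Cluster 1 genes, which include the vessel gene Vwf and the collagen genes Col1a1 and Col1a2, were lower in MCAO than in sham for all 40 measured of the 47 that Table 1 names, 15 of them called. Clusters 2, 5 and 7 ran the same way, with 16 of 16, 22 of 22 and 31 of 32 measured genes lower and 4, 5 and 8 called. Cluster 6, with the transcription factor gene Egr2 (1.47 ± 0.35 log2 ± SE, n = 3 against 4), was higher in MCAO for 21 of 21 genes, 6 of them called. In cluster 8, which holds Idi1, Ppp1r15a and Rgs2, 52 of 55 genes were higher and 7 of these were called, while 1 gene was called lower, also after median centring. In cluster 9 14 of 15 were higher and limma called 0, with 5 at an unadjusted p under 0.05 in the F test. The calls are at an adjusted p under 0.05 in limma. Since the study clustered these genes on the same arrays, their shared direction is not independent evidence. Median centring left 4, 2, 1 and 2 calls in clusters 1, 2, 5 and 7 and gave 8 and 17 higher in clusters 6 and 8.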

Unique gene ontology terms are associated with each expression clustering profile, providing information about the biological processes associated with genes altered following MCAO and/or NRG1 (Table 1). Enricher software was used to identify gene ontology terms associated with this dataset and on which all sequential analyses were completed.

**Fig 2:**
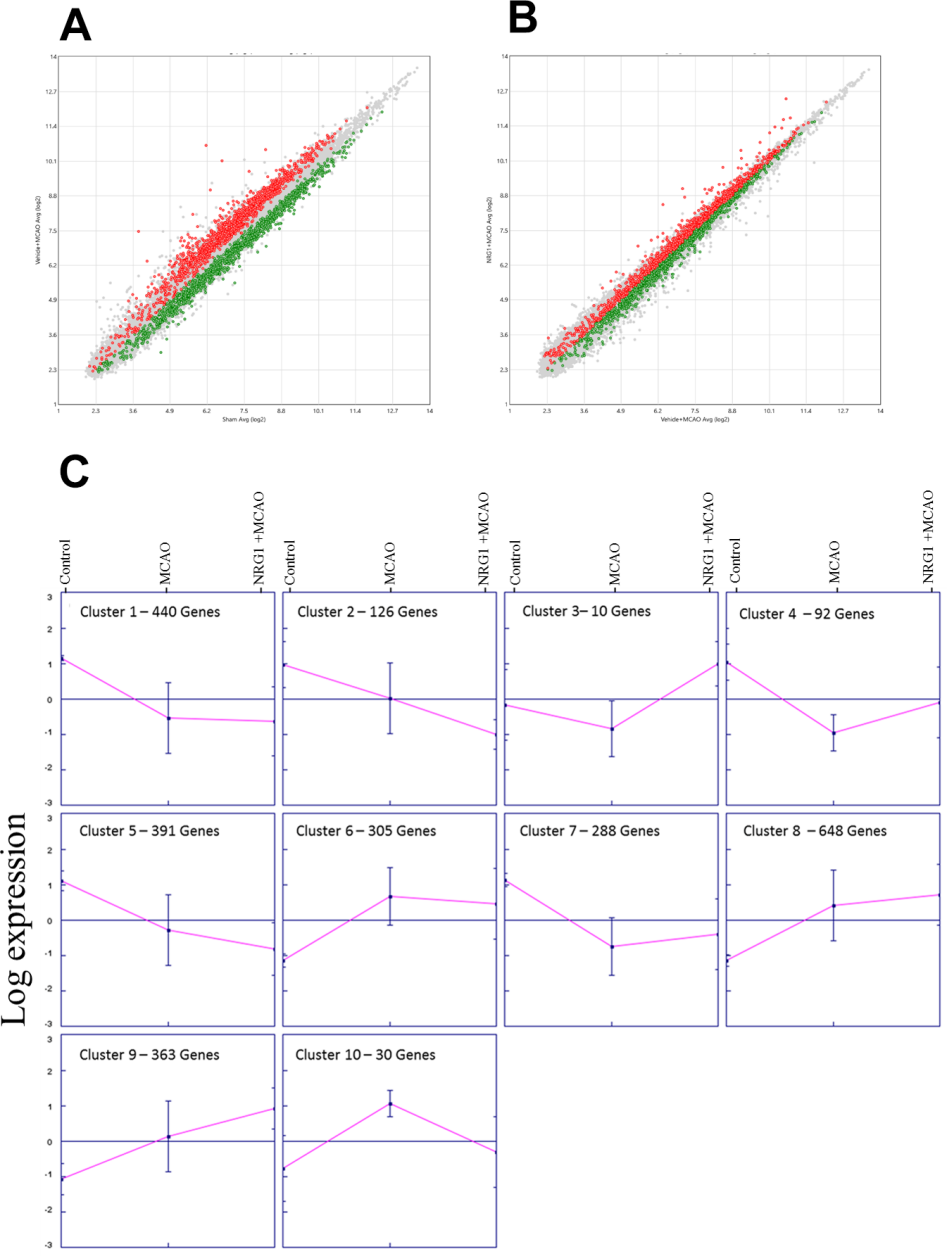
The MA plots show the correlation of the hybridization signal intensity for the expressed genes comparing shams to MCAO (A) and MCAO + either vehicle or NRG-1 treatment (B). In cluster analysis expression profiles (C), K means cluster algorithm (k = 10) was used to identify gene expression among statistically significant genes (ANOVA, p < 0.05) profiles in sham, MCAO and MCAO+NRG1 treated animals at 3 hours following injury. Within each cluster illustration, the grey line represents the mean gene expression values for each gene in the cluster, while the pink line represents the mean expression profile within each cluster.

**Table 1:** Gene ontology ID and biological processes associated with genes altered following stroke and NRG1.

Cluster	Top biological processes	Gene ontology ID	Gene (n)	P-values	Adjusted P-values	Genes
Cluster 1	neuron projection guidance	GO:0097485	24	1.64E-06	0.002121	ARHGEF11, VASP, SEMA6C, CNTNAP1, UNC5A, SRC, NTN4, GATA3, SEMA3F, GFRA3, MAPK8IP3, ARHGAP35, GLI2, ABLIM1, COL3A1, CACNB3, FGF8, DLG4, GPC1, PLA2G10, PLXNA1, COL6A3, PIP5K1C, AGRN
	axon guidance	GO:000741	24	1.64E-06	0.002121	ARHGEF11, VASP, SEMA6C, CNTNAP1, UNC5A, SRC, NTN4, GATA3, SEMA3F, GFRA3, MAPK8IP3, ARHGAP35, GLI2, ABLIM1, COL3A1, CACNB3, FGF8, DLG4, GPC1, PLA2G10, PLXNA1, COL6A3, PIP5K1C, AGRN
	extracellular matrix organization	GO:0030198	22	1.19E-05	0.008006	RAMP2, PTPRS, VWF, ELN, SDC3, ICAM2, NTN4, LTBP4, FURIN, LTBP3, LOXL1, COL1A1, COL3A1, COL1A2, CDH1, MMP15, PECAM1, COL6A3, CAPN1, FMOD, AGRN, ENG
	extracellular structure organization	GO:0043062	22	1.24E-05	0.008006	RAMP2, PTPRS, VWF, ELN, SDC3, ICAM2, NTN4, LTBP4, FURIN, LTBP3, LOXL1, COL1A1, COL3A1, COL1A2, CDH1, MMP15, PECAM1, COL6A3, CAPN1, FMOD, AGRN, ENG
	response to transforming growth factor beta signaling	GO:0007179	12	4.48E-05	0.023244	NCOR2, TGFBR3, COL3A1, COL1A2, SRC, ID1, LTBP4, FURIN, LTBP3, TAB1, ENG, TGFBR2
Cluster 2	Wnt signaling pathway	GO:0016055	9	4.22E-06	0.004582	SLC9A3R1, TCF7L1, FZD2, JUP, TGFB1I1, KREMEN1, WNT9B, NLK, BCL9L
	canonical Wnt signaling pathway	GO:0060070	5	9.46E-05	0.035693	TCF7L1, FZD2, JUP, WNT9B, BCL9L
	tissue morphogenesis	GO:0048729	9	0.000109	0.035693	TCF7L1, JUP, HEY1, SOX18, TGFB1I1, WNT9B, SCRIB, SOX8, TBX18
	regulation of stem cell differentiation	GO:2000736	5	0.00135	0.035693	TCF7L1, JUP, TGFB1I1, CNOT3, BCL9L
	aorta morphogenesis	GO:0035909	3	0.00164	0.035693	PDGFRB, SEC24B, HEY1
Cluster 3	fucose catabolic process	GO:0019317	1	0.002101	0.014878	FUT4
	L-fucose metabolic process	GO:0042354	1	0.002101	0.014878	DPPA3
	L-fucose catabolic process	GO:0042355	1	0.002101	0.014878	FUT4
	regulation of DNA methylation	GO:0044030	1	0.003361	0.014878	FUT4
	fucose metabolic process	GO:0006004	1	0.003571	0.014878	FUT4
Cluster 4	synaptic transmission	GO:0007268	7	0.001418	0.310188	GRM2, KCNH3, CHRNB3, KCNH6, UNC119, KCNN1, KCNK16
	inorganic cation transmembrane transport	GO:0098662	7	0.001532	0.310188	KCNH3, CACNG7, JPH3, KCNH6, ORAI1, KCNN1, KCNK16
	potassium ion transmembrane transport	GO:0071805	4	0.001682	0.310188	KCNH3, KCNH6, KCNN1, KCNK16
	cellular potassium ion transport	GO:0071804	1	0.001682	0.310188	KCNH3, KCNH6, KCNN1, KCNK16
	regulation of smoothened signaling pathway	GO:0008589	3	0.002068	0.310188	EVC, SALL3, GLIS2
Cluster 5	eye morphogenesis	GO:0048592	6	0.000303	0.585461	RING1, LRP5, COL8A2, BMP7, GLI3, AQP1
	camera-type eye morphogenesis	GO:0048593	4	0.000493	0.585461	RING1, COL8A2, GLI3, AQP1
	positive regulation of angiogenesis	GO:0045766	8	0.000815	0.585461	CCBE1, NOS3, TNFSF12, CHI3L1, PRKD2, GATA2, AQP1, HDAC7
	regulation of dendrite development	GO:0050773	7	0.001783	0.585461	NUMBL, PALM, SARM1, BMP7, SRCIN1, LZTS1, DBN1
	fatty acid transport	GO:0015908	4	0.002872	0.585461	NMB, SLCO2A1, ACACB, ABCD1, SLC27A5
Cluster 6	negative regulation of fibroblast proliferation	GO:0048147	5	9.71E-05	0.176748	MYC, MED31, PMAIP1, EMD, CDC73
	skeletal muscle cell differentiation	GO:0035914	6	0.000149	0.176748	EGR1, NR4A1, EGR2, KLF5, CITED2, EMD
	histone monoubiquitination	GO:0010390	4	0.000606	0.356058	RYBP, CDC73, SKP1, CUL4B
	DNA-templated transcription, initiation	GO:0006352	11	0.000853	0.356058	NR4A1, NR4A3, TBP, CCNH, MYC, MED31, SMARCA5, UBE2D1, GTF2H2, JUNB, MED7
	negative regulation of bone resorption	GO:0045779	4	0.000895	0.356058	TNFAIP3, TNFRSF11B, VEGFA
Cluster 7	neuron projection morphogenesis	GO:0048812	12	1.13E-05	0.025439	NTRK1, BRSK1, AMIGO1, MINK1, DVL1, DAB2IP, BAI1, NPTX1, CELSR2, DACT1, PACSIN1, SHANK1
	cell projection morphogenesis	GO:0048858	12	0.000129	0.078063	NTRK1, BRSK1, AMIGO1, MINK1, DVL1, DAB2IP, BAI1, NPTX1, CELSR2, DACT1, SHANK1, PACSIN1
	regulation of ion transmembrane transport	GO:0034765	14	0.000192	0.078063	HCN3, GSTM2, KCNJ10, KCNJ12, PDE4D, KCNC4, MINK1, KCNAB2, CACNA1G, CACNA1I, CALHM1, HCN2, KCNH1, SHANK1
	inorganic cation transmembrane transport	GO:0098662	17	0.000209	0.078063	HCN3, SLC13A4, KCNJ10, SLC30A3, KCNJ12, KCNC4, ATP1A2, ATP2B2, KCNAB2, PKD1, CACNA1G, RHD, CACNA1I, CALHM1, GAS6, HCN2, KCNH1
	regulation of synaptic transmission	GO:0050804	12	0.000244	0.078063	NTRK1, NEUROD2, GRM4, KCNJ10, GRIK5, KCNC4, RARA, CSPG5, ATP2B2, NAT8
Cluster 8	regulation of RNA splicing	GO:0043484)	13	3.57E-06	0.00646	MBNL1, DDX5, RBM8A, CELF1, SRSF1, HNRNPLL, CLK4, PTBP2, CLK3, CLK1, HNRNPH1, SRSF10, SRSF12
	mRNA splice site selection	GO:0006376	8	4.57E-06	0.00646	SF3A3, MBNL1, CELF1, YTHDC1, SRSF1, SRSF10, PTBP2, SRSF12
	alcohol biosynthetic process	GO:0046165	15	6.6E-06	0.00646	IDI1, PRKAA2, SAMD8, GGPS1, CHKA, CNBP, INSIG1, MSMO1, HMGCR, HSD17B7, CYB5R1, IMPA1, ACER3, CHPT1, CEPT1
	regulation of translation	GO:0006417	25	7.8E-06	0.00646	EIF4A2, PPP1R15A, BTG2, DDX3X, RBM8A, CELF1, FMR1, EIF5A2, SRSF1, RBM4B, MTIF2, HRSP12, ZFP36L1, SYNCRIP, RGS2, ZFP36, POLR2G, EIF2S1, RHOA, CNOT6, EIF3M, IMPACT, CNOT7, CPEB3, SELT
	posttranscriptional regulation of gene expression	GO:0010608	34	1.09E-05	0.007249	EIF4A2, PPP1R15A, BTG2, DDX3X, RBM8A, CELF1, FMR1, EIF5A2, SRSF1, PTEN, RBM4B, MTIF2, HRSP12, ZFP36L1, SYNCRIP, RGS2, ZFP36, POLR2G, SIAH1, RC3H1, EIF2S1, RHOA, CNOT6, EIF3M, IMPACT, CNOT7, RNF149, MDM2, BCL2, NAA15, TARDBP, CPEB3, SELT, RBM24
Cluster 9	nuclear import	GO:0051170	8	7.59E-05	0.194226	RANBP2, NOP58, FGF9, PHIP, JAK2, KPNA3, HTATIP2, IPO5
	protein import into nucleus	GO:0006606	7	0.000334	0.284991	RANBP2, NOP58, FGF9, PHIP, JAK2, KPNA3, IPO5
	single-organism nuclear import	GO:1902593	7	0.000334	0.284991	RANBP2, NOP58, FGF9, PHIP, JAK2, KPNA3, IPO5
	protein localization to nucleus	GO:0034504	8	0.000503	0.321731	RANBP2, OSBPL8, NOP58, FGF9, PHIP, JAK2, KPNA3, IPO5
	negative regulation of transmembrane receptor protein serine/threonine kinase signaling pathway	GO:0090101	8	0.000719	0.335457	GREM1, PPP1CB, PPP1CC, CAV2, VWC2L, LEMD3, SKIL, UCHL5
Cluster 10	cellular response to interferon-alpha	GO:0035457	1	0.007542	0.139971	IFIT2
	microtubule depolymerization	GO:0007019	1	0.007542	0.139971	KIF2B
	negative regulation of mast cell activation	GO:0033004	1	0.007542	0.139971	MILR1
	behavioral response to nicotine	GO:0035095	1	0.007542	0.139971	CHRNB4
	leukocyte aggregation	GO:0070486	1	0.008377	0.139971	S100A8

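Grm2, which encodes the presynaptic glutamate receptor mGluR2, fell from 8.63 ± 0.21 log2 in sham to 7.78 ± 0.32 in MCAO and was 7.73 ± 0.14 in MCAO+NRG1 (mean ± SD, n = 4, 3 and 3). The zinc finger gene Sall3 fell from 5.13 ± 0.25 to 4.38 ± 0.38, near background, and stood at 4.84 ± 0.10 with NRG1, so the sizes of its steps are not exact. Jph3, a gene of junctions between plasma membrane and endoplasmic reticulum, fell from 9.91 ± 0.08 to 9.36 ± 0.23 and was 9.41 ± 0.14 with NRG1. Unc119 had means of 7.60, 7.07 and 7.00 in the same order. All 42 measured genes of cluster 4, from the 51 readable in a copy of S1 Table that is cut short, were lower in MCAO than in sham and 17 were called. With NRG1, 19 of the 42 were nearer to sham and 23 further away, or 25 and 17 after median centring. Of the 38 genes in Table 2, 37 were measured, all lower in MCAO with 13 called, and 16 were nearer to sham with NRG1 (24 after median centring). In limma none of the 42 differed between MCAO+NRG1 and MCAO at an adjusted p under 0.05, and 6 had an unadjusted p under 0.05. The study selected the cluster on these arrays, so its fall in MCAO is not independent evidence. Sall3 and Jph3 did not pass in limma after median centring (adjusted p = 0.0553 and 0.095), which left 7 of the 42 called.

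**Figure D3:**
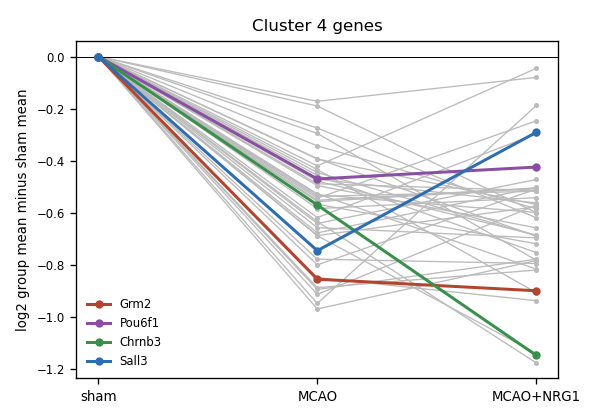
Difference of each group mean from the sham mean (log2) for the 42 measured cluster 4 genes in sham (n = 4), MCAO (n = 3) and MCAO+NRG1 (n = 3), with Grm2, Pou6f1, Chrnb3 and Sall3 in colour and the others in grey. The median over the 42 genes was −0.56 in MCAO, and the SE of single differences, not drawn, was 0.18 for Grm2 and 0.24 for Chrnb3.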

In cluster 4, ninety-two genes were reduced following MCAO and returned to near baseline levels by NRG1 treatment as indicated in the hierarchical cluster (Fig 3). 

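A few potassium channel genes changed after MCAO. Kcnu1, a pH-sensitive channel gene, fell by −0.84 ± 0.15 log2 (fold change ± SE, n = 3 against 4), the modifier subunit gene Kcnv2 by −0.68 ± 0.15 and the tandem pore gene Kcnk12 by −0.62 ± 0.17. Kcne4, which encodes an accessory subunit, rose by 0.94 ± 0.19. Kcnu1 and Kcnv2 were near background in every group. Of 87 measured KCN genes, 1 was called higher and 5 lower, and 1 and 10 when adjusted over the family alone; after median centring the split turned to 3 higher and 1 lower. A negative fold change was seen for 62, or 48 after median centring. The family did not pass camera in limma (adjusted p = 0.676). With NRG1, 53 of the 87 were lower than in MCAO (26 after median centring), none at an adjusted p under 0.05, and the family again did not pass (adjusted p = 0.334). Kcnv2 and Kcnk12 did not pass after median centring (adjusted p = 0.0667 and 0.103).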

The KCN gene family was well represented in the analysis, qPCR results confirmed the presence and expression pattern of 2 of these genes (Fig 4). ERG1 and SK2 both showed expression patterns by qPCR similar to the microarray analysis. 

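Kcnh2, the gene of the ERG1 channel, had a mean of 7.28 ± 0.20 log2 in sham, 6.71 ± 0.25 in MCAO and 6.65 ± 0.26 in MCAO+NRG1 (± SD, n = 4, 3 and 3). Kcnh6, the gene of ERG2, stood at 4.91 ± 0.16, 4.44 ± 0.23 and 4.34 ± 0.13, and Kcnn1, the gene of SK1, at 6.17 ± 0.10, 5.88 ± 0.38 and 5.39 ± 0.27. Kcnh3, of the related ELK channels, had 9.74 ± 0.09, 9.20 ± 0.23 and 9.22 ± 0.13. None of the 4 passed limma between MCAO and sham (adjusted p = 0.0598, 0.0779, 0.303 and 0.0500, in this order) or between MCAO+NRG1 and MCAO (adjusted p = 0.999 each). Kcnh2, Kcnh6 and Kcnn1 were lower in MCAO+NRG1 than in sham (adjusted p = 0.0292, 0.0299 and 0.0152), as was Kcnh3 (0.0355), and none of the 4 was after median centring. Kcnh6 was near background in both occluded groups. Kcnn2, the gene of SK2, had no probe set with a single symbol.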

ERG1 and SK1 channel homologues, which were not identified in the microarray analysis, showed different expression patterns. In addition, IPA identified 83 of the 92 genes as analysis-ready, and the biological relationships between these genes were visualized, and functional analysis was completed. Biological relationships were identified for 24 genes within the network, with NRG1 being one of the center linking nodes between these genes (Fig 5A). 

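Opa3, which encodes a mitochondrial membrane protein, had a mean of 7.29 ± 0.22 log2 in sham, 6.75 ± 0.33 in MCAO and 6.76 ± 0.17 in MCAO+NRG1 (± SD, n = 4, 3 and 3). Pou6f1, a POU domain transcription factor gene, stood at 8.13 ± 0.05, 7.66 ± 0.28 and 7.71 ± 0.16. Irs1, the insulin receptor substrate gene, had 6.29 ± 0.22, 6.10 ± 0.38 and 5.69 ± 0.35, and the nicotinic receptor subunit gene Chrnb3 4.74 ± 0.18, 4.17 ± 0.52 and 3.60 ± 0.47. The step from MCAO to MCAO+NRG1 was 0.02 ± 0.20 for Opa3, 0.05 ± 0.17 for Pou6f1, −0.41 ± 0.22 for Irs1 and −0.58 ± 0.26 for Chrnb3 (± SE), which was near background in both occluded groups, so its step is not exact. By limma none of the 4 passed between MCAO and sham (adjusted p = 0.0741, 0.078, 0.558 and 0.134) or with NRG1. Chrnb3 was lower in MCAO+NRG1 than in sham (adjusted p = 0.00943).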

The genes of interest with connections to NRG1 included *OPA3*, *IRS1*, *CHRNB3* and *POU6F1*. We used qPCR to validate the expression patterns of genes altered by ischemia and NRG1. *IRS1*, *OPA3* and *POU6F1*, all behaved in the same pattern as seen in the microarray analysis (Fig 5B). 

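Mir122 of cluster 10 was 4.19 ± 0.14 log2 in sham, 4.45 ± 0.27 in MCAO and 3.31 ± 0.22 in MCAO+NRG1 (mean ± SD, n = 4, 3 and 3). Ifit2, an interferon-induced gene, had 5.54 ± 0.42, 6.23 ± 0.15 and 6.98 ± 1.41, and S100a8, a calcium-binding protein gene of neutrophils, 3.17 ± 0.10, 3.36 ± 0.06 and 3.61 ± 0.42. The kinesin gene Kif2b stood at 4.00 ± 0.14, 3.84 ± 0.09 and 4.23 ± 0.42. All 3 had their highest value in MCAO+NRG1 replicate 2: Ifit2 was 6.09, 8.61 and 6.25 in replicates 1 to 3, so its mean rests on that array. Next to them stood the nicotinic receptor subunit gene Chrnb4, with 5.14 ± 0.23, 4.91 ± 0.06 and 4.63 ± 0.12. Of the 30 cluster 10 genes 20 were measured; 12 were higher in MCAO than in sham, 1 of them called, and 12 were lower with NRG1 than without it. After median centring 17 were higher in MCAO, 2 of them called, and 11 lower with NRG1. None of the 20 differed between MCAO+NRG1 and MCAO at an adjusted p under 0.05 in limma, and 13 had an unadjusted p under 0.05. The genes were picked by the study on these samples and do not give independent evidence. Only 10 of the 20 had a mean over all arrays above 4.64 log2, the level that 95% of the receptor probe sets lay under. Mir122, S100a8 and Kif2b were below that level in every group.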

In cluster 10, thirty genes increased following MCAO and trend toward baseline after NRG1 treatment.

**Fig 3:**
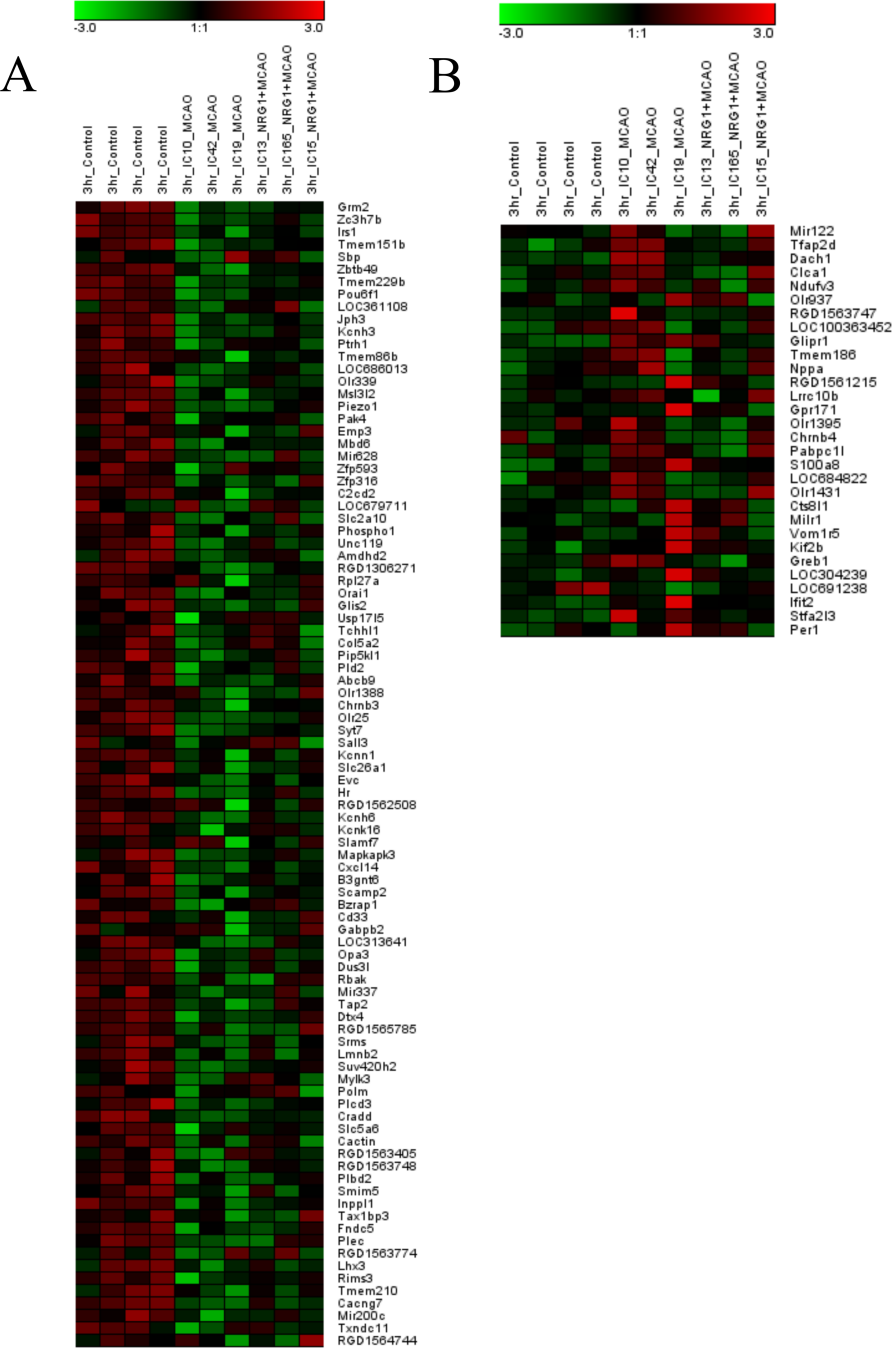
A heat map visualized the expression intensities for significant statistical genes in (a) cluster 4, decreased following MCAO and returned to baseline by NRG1, while genes in (b) cluster 10 had the opposite expression profile. High signal (red) to low signal (green) intensities.

**Fig 4:**
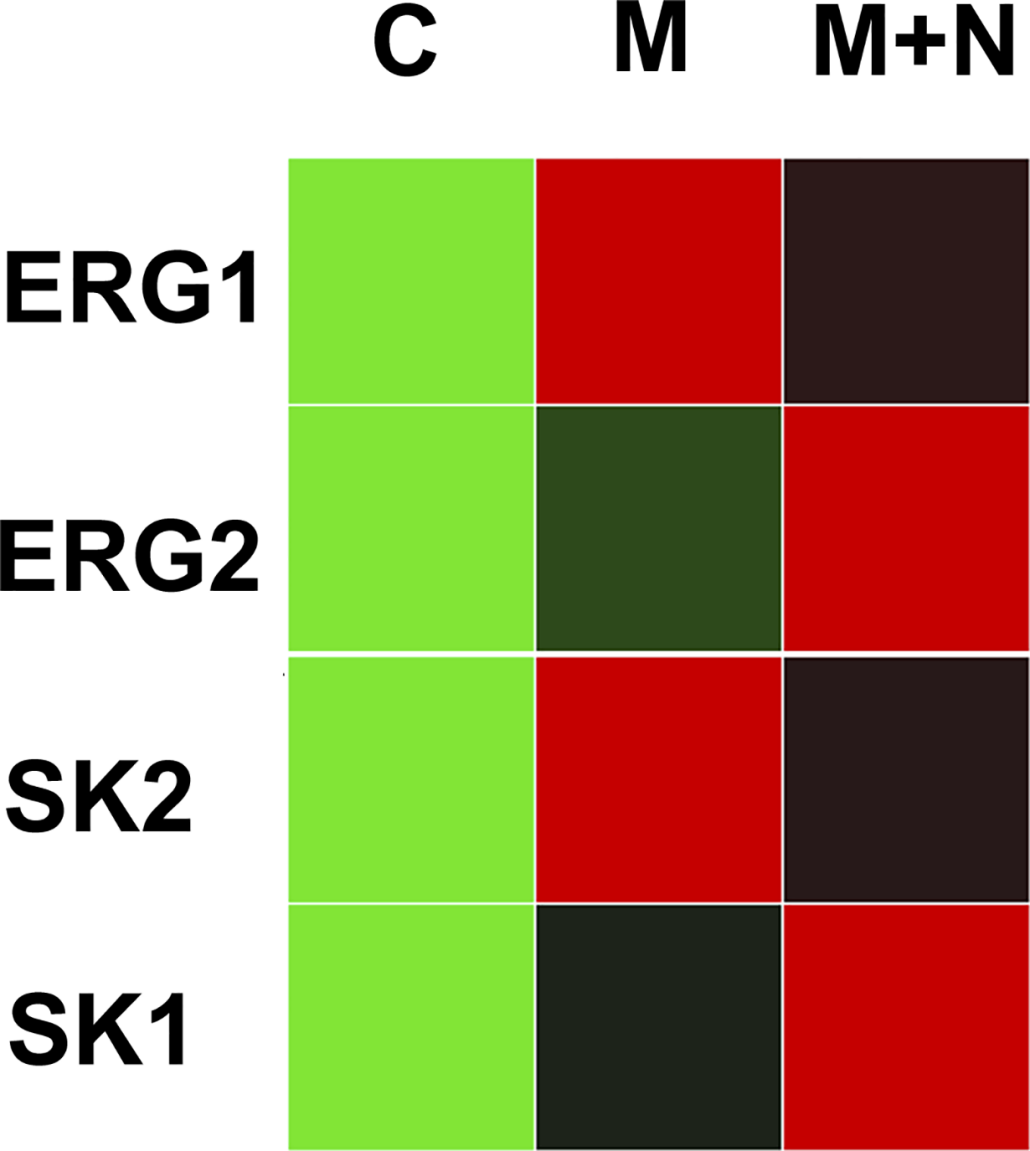
KCN Channel qPCR. ERG2 and SK1 both showed expression patterns by qPCR similar to the microarray analysis. ERG1 and SK2 channel homologues, which were not identified in the microarray analysis, showed different expression patterns (C = control; M = MCAO; M+N = MCAO+NRG1).

**Fig 5:**
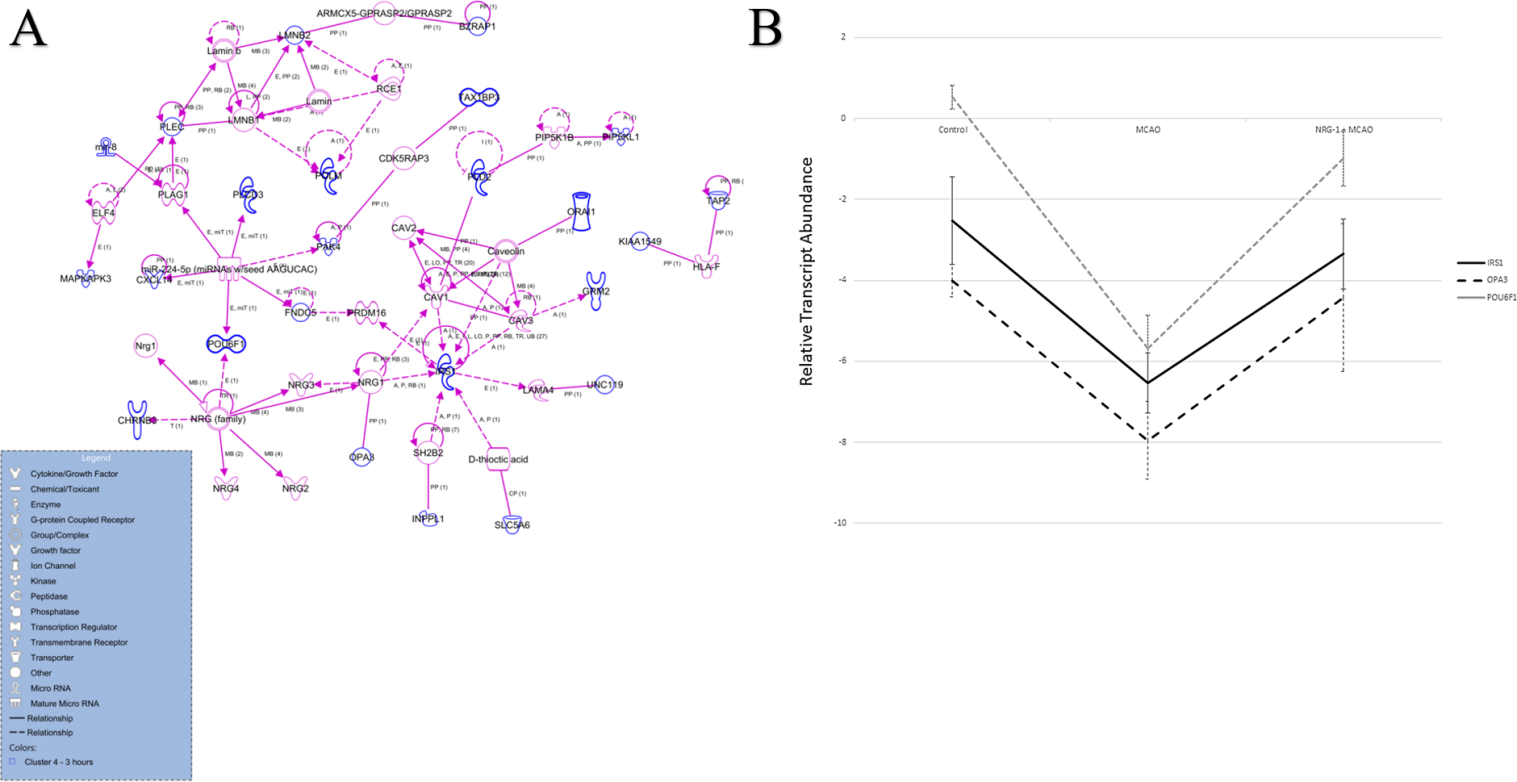
IPA Network Analysis Genes in Cluster 4. (a) IPA Network analysis was generated by seeding the genes within cluster 4 (blue highlighted genes) and “growing” those genes into a network by displaying direct (solid lines) and indirect (dashed lines) connections. All orphan genes were removed. Genes added to the network are illustrated with purple lines. (b) qRT-PCR was performed for node genes IRS1, OPA3, and POU6F1 to identify the associated gene expression profiles. The average ΔCt was calculated for each experimental group, where ΔCt = Ct (gene of interest)–Ct (Housekeeper gene–GAPDH). Data are shown ± S.D.

CONFAC software (http://confac.emory.edu/) was used to predict transcription factors that could regulate the genes found in the k-means cluster analysis. CONFAC determines TFBS that are statistically overrepresented in a gene dataset compared to a random set of genes. Of the 92 genes identified in cluster 4, mouse orthologs were recognized for 52 genes. TFBS were identified for 39 of the 52 genes of interest, with 263 TF with at least one associated binding site. There were 16 statistically over-represented TFBS in the dataset, including CEBP, cETS1p54 (ETS-1), CP2, E47, ELK1, IK1, IK3, NFKappaB, NFKappaB50, NRF2, SREBP1, SRF, STAT, TAL1ALPHAE47, USF and YY1 (Fig 6). The identified overrepresented binding sites were associated with 38–90% of all the 39 analysis-ready genes. USF (731 sites) and ELK1 (349 sites) had the most associated binding sites (Table 2). Only 11 of the 30 genes (36%) identified in cluster 10 were deemed analysis ready, mouse orthologs were not identified for 17 genes and TFBS were not found for 2 genes. There were only 2 statistically over-represented TFBS in this cluster, BRN2 and HFH1. Due to the lack of identified genes and associated TFBS, this cluster was excluded for all remaining analysis and focused all remaining analysis on Cluster 4.

**Fig 6:**
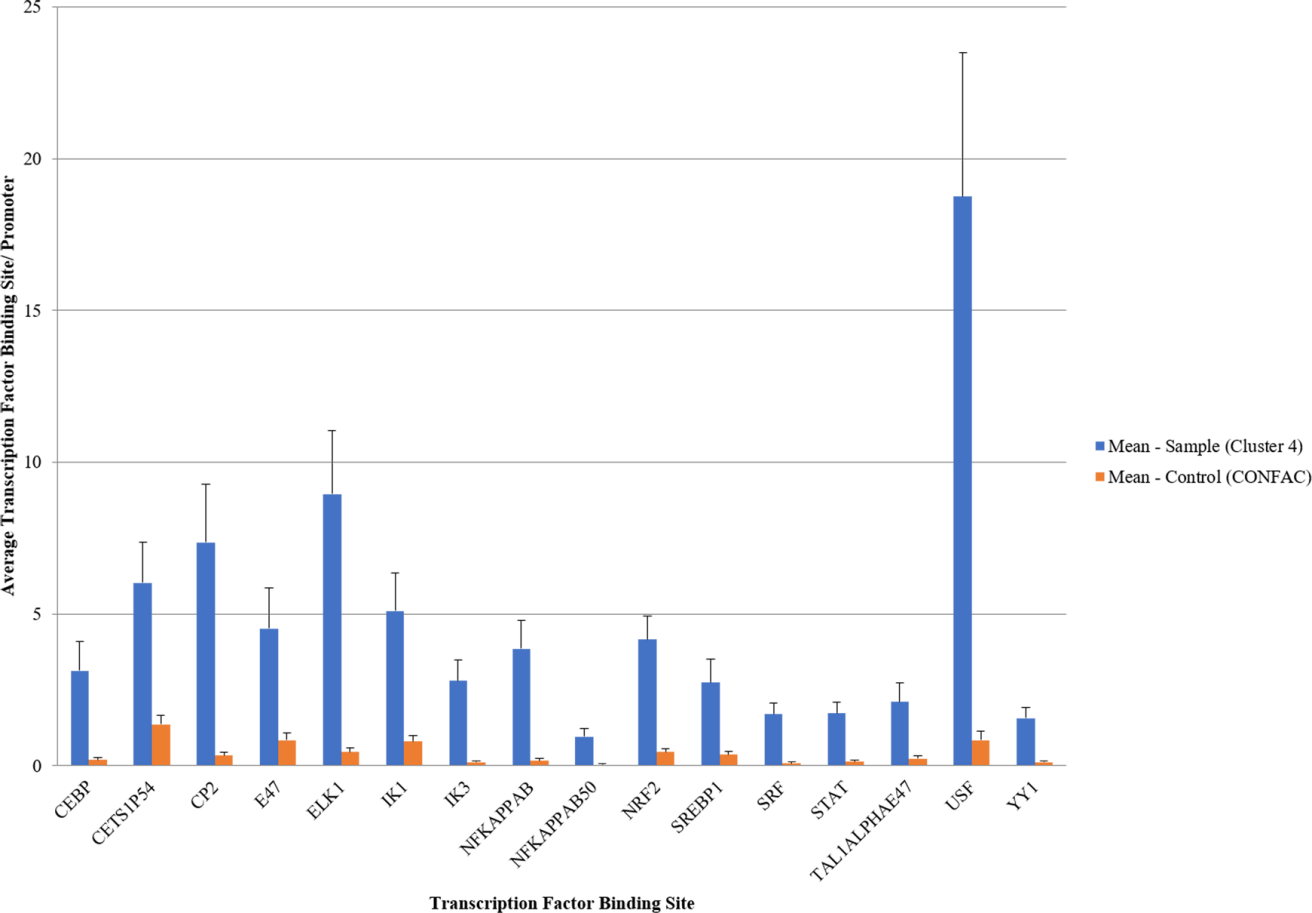
CONFAC database analysis. CONFAC identified the conserved transcription factor binding sites (TFBS) associated with genes in cluster 4 (per promoter). A statistical comparison using the Mann-Whitney U test identified statistically over-represented TFBS in the datasets when compared to the 17 randomized controls. There were 16 TFBS predicted to regulate gene expression profile of cluster 4.

**Table 2:** Overrepresented TFBS and associated genes with sites.

Transcription Factor Binding Site(s)	# Site(s)	# Genes with Site(s)	% Genes with Site(s)	Genes with Site(s)
CEBP	122	25	64	SALL3, TMEM86B, EVC, SCAMP2, AMDHD2, KCNH6, MAPKAPK3, PAK4, PLCD3, ABCB9, JPH3, KCNH3, SYT7, FNDC5, HR, TAX1BP3, LHX3, SLC2A10, COL5A2, PHOSPHO1, ZC3H7B, OPA, UNC119, MBD6, IRS1
CETS1P54	235	28	72	SALL3, TMEM86B, EVC, SCAMP2, AMDHD2, KCNH6, MAPKAPK3, PAK4, CRADD, PLCD3, ABCB9, JPH3, KCNH3, SYT7, FNDC5, INPPL1, HR, TAX1BP3, SLC2A10, COL5A2, PHOSPHO1, SLC5A6, OPA3, CHRNB3, UNC119, MBD6, PTRH1, IRS1
CP2	287	31	79	SALL3, TMEM86B, EVC, SCAMP2, AMDHD2, KCNH6, MAPKAPK3, PAK4, PLCD3, ABCB9, JPH3, KCNH3, SYT7, FNDC5, INPPL1, HR, TAX1BP3, LHX3, SLC2A10, COL5A2, PHOSPHO1, ZC3H7B, SLC5A6, EMP3, OPA3, UNC119, TCHHL1, SRMS, MBD6, PTRH1, IRS1
E47	176	25	64	SALL3, TMEM86B, SCAMP2, AMDHD2, CXCL14, KCNH6, PAK4, CRADD, PLCD3, JPH3, KCNH3, SYT7, FNDC5, INPPL1, HR, TAX1BP3, ZC3H7B, SLC5A6, GLIS2, UNC119, TCHHL1, SRMS, MBD6, PTRH1, IRS1
ELK1	349	31	79	SALL3, TMEM86B, EVC, SCAMP2, AMDHD2, KCNH6, B3GNT6, MAPKAPK3, PAK4, CRADD, PLCD3, ABCB9, JPH3, KCNH3, SYT7, FNDC5, INPPL1, HR, TAX1BP3, LHX3, SLC2A10, COL5A2, PHOSPHO1, POLM, ZC3H7B, EMP3, OPA3, UNC119, TCHHL1, MBD6, IRS1
IK1	199	27	69	SALL3, TMEM86B, SCAMP2, AMDHD2, KCNH6, MAPKAPK3, PAK4, CRADD, PLCD3, ABCB9, JPH3, KCNH3, SYT7, FNDC5, INPPL1, HR, TAX1BP3, LHX3, COL5A2, PHOSPHO1, POLM, EMP3, OPA3, UNC119, TCHHL1, MBD6, IRS1
IK3	109	25	64	SALL3, TMEM86B, SCAMP2, AMDHD2, KCNH6, MAPKAPK3, PAK4, CRADD, ABCB9, JPH3, KCNH3, SYT7, FNDC5, HR, TAX1BP3, LHX3, COL5A2, PHOSPHO1, POLM, ZC3H7B, EMP3, OPA3, UNC119, MBD6, IRS1
NFKAPPAB	150	30	77	SALL3, TMEM86B, EVC, SCAMP2, AMDHD2, CXCL14, KCNH6, PAK4, ABCB9, JPH3, KCNH3 SYT7, FNDC5, INPPL1, HR, TAX1BP3, LHX3, COL5A2, PHOSPHO1, ZC3H7B, SLC5A6, EMP3, OPA3, CHRNB3, UNC119, TCHHL1, SRMS, MBD6, PTRH1, IRS1
NFKAPPAB50	37	15	38	SALL3, TMEM86B, EVC, SCAMP2, PAK4, ABCB9, JPH3, KCNH3, SYT7, FNDC5, HR, PHOSPHO1, EMP3, MBD6, IRS1
NRF2	162	31	79	SALL3, TMEM86B, EVC, SCAMP2, AMDHD2, KCNH6, PAK4, CRADD, PLCD3, ABCB9, JPH3, KCNH3, SYT7, FNDC5, INPPL1, HR, TAX1BP3, SLC2A10, COL5A2, PHOSPHO1, POLM, ZC3H7B, SLC5A6, OPA3, CHRNB3, TAP2, UNC119, TCHHL1, MBD6, PTRH1, IRS1
SREBP1	107	26	67	SALL3, TMEM86B, EVC, SCAMP2, AMDHD2, CXCL14, KCNH6, MAPKAPK3, PAK4, CRADD, JPH3, KCNH3, SYT7, FNDC5, HR, COL5A2, PHOSPHO1, ZC3H7B, SLC5A6, OPA3, UNC119, TCHHL1, SRMS, MBD6, PTRH1, IRS1
SRF	66	19	49	SALL3, SCAMP2, AMDHD2, KCNH6, B3GNT6, PAK4, CRADD, PLCD3, SYT7, FNDC5, HR, TAX1BP3, COL5A2, ZC3H7B, SLC5A6, UNC119, MBD6, PTRH1, IRS1
STAT	67	23	59	SALL3, TMEM86B, EVC, SCAMP2, KCNH6, B3GNT6, PAK4, CRADD, ABCB9, JPH3, KCNH3, SYT7, FNDC5, HR, TAX1BP3, SLC2A10, COL5A2, PHOSPHO1, ZC3H7B, OPA3, UNC119, MBD6, IRS1
TAL1ALPHAE47	82	25	64	SALL3, TMEM86B, SCAMP2, AMDHD2, CXCL14, KCNH6, PAK4, CRADD, PLCD3, JPH3, KCNH3, SYT7, FNDC5, HR, SLC2A10, COL5A2, ZC3H7B, SLC5A6, GLIS2, UNC119, TCHHL1, SRMS, MBD6, PTRH1, IRS1
USF	731	35	90	SALL3, TMEM86B, EVC, SCAMP2, AMDHD2, CXCL14, KCNH6, B3GNT6, MAPKAPK3, PAK4, CRADD, PLCD3, ABCB9, JPH3, KCNH3, SYT7, FNDC5, INPPL1, HR, TAX1BP3, LHX3, SLC2A10, COL5A2, PHOSPHO1, ZC3H7B, SLC5A6, GLIS2, OPA3, TAP2, UNC119, TCHHL1, SRMS, MBD6, PTRH1, IRS1
YY1	61	21	54	SALL3, TMEM86B, SCAMP2, AMDHD2, KCNH6, PAK4, CRADD, PLCD3, JPH3, KCNH3, SYT7, INPPL1, HR, TAX1BP3, LHX3, COL5A2, SLC5A6, OPA3, UNC119, MBD6, IRS1

The STRING database was used to understand the relationships between the TF identified by CONFAC analysis. This database allows users to obtain a visualized network of protein-protein interactions from a list of proteins entered into a web-based user interface. The STRING database was able to identify 15 of the 16 over-represented CONFAC analysis TFBS and protein-protein interactions were identified among the associated TF. ETS-1 had the most interactions and was deemed to be the most central TF with eight direct interactions and connection to all proteins except Nrf2 (Nfe2l2) (Fig 7).

**Fig 7:**
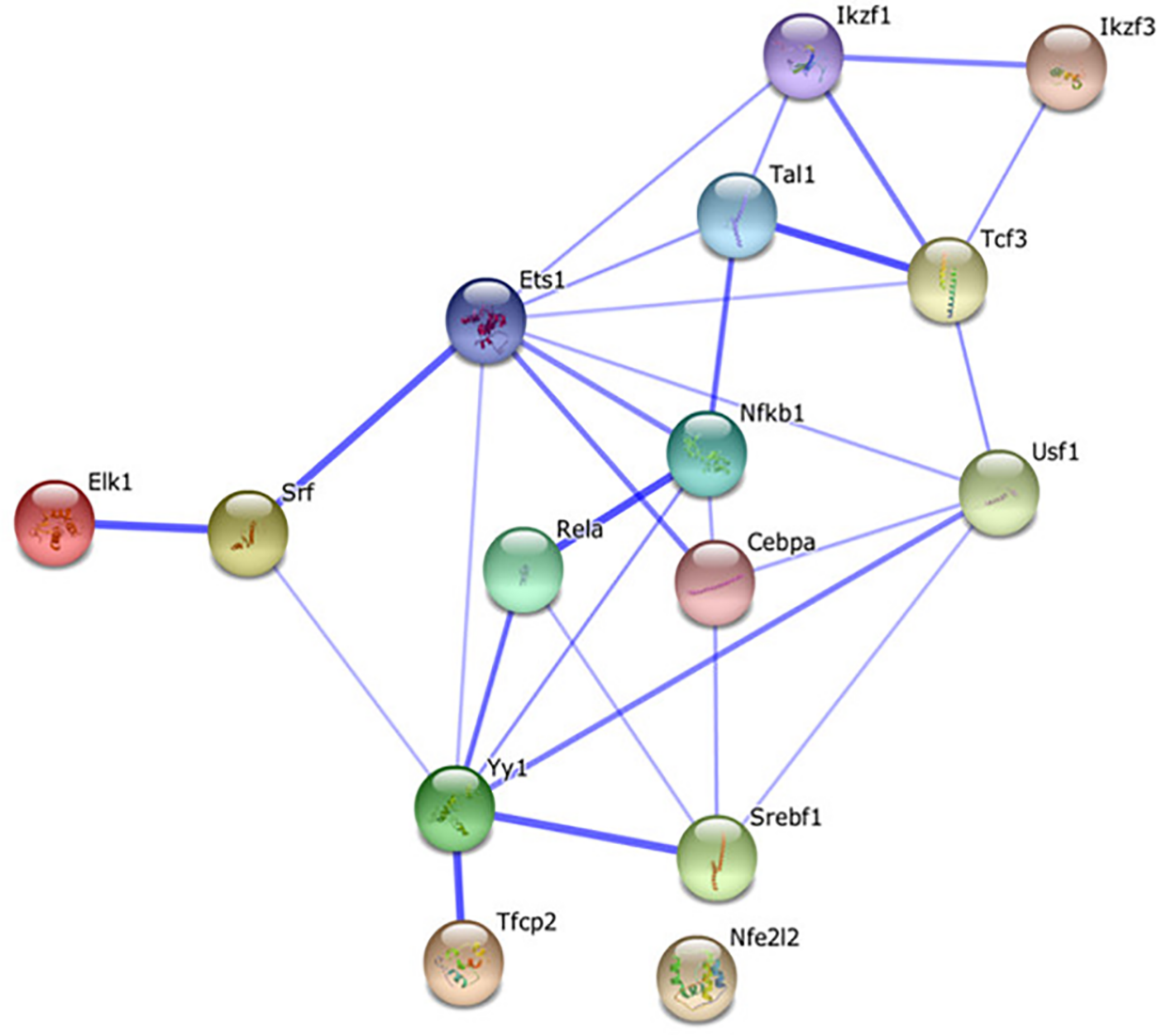
STRING database analysis. Protein—protein interactions between the over-represented TFBS from the CONFAC analysis. Thicker lines are a demonstration of stronger functional association. ETS- 1 had the most protein-protein interactions, with interactions with Srf, Yy1, Cebpa (CEBP), NfkB1 (NfKappaBp50), Tcf3 (E47), Tal1 (Tal1alpha47), Ikzf1 (IK1), and Usf1.

To examine whether the predicted transcriptional regulators were involved with ischemia and NRG1 neuroprotection, we conducted multiplex transcription factor assays on nuclear extracts from the brains of control, MCAO, and MCAO+NRG1 animals. Five of the 16 transcription factors identified by CONFAC analysis were present on the transcription factor array plate, which was CEBP, ELK-1, ETS/PEA (ETS-1), NFκB and STAT (STAT-1, STAT-3, and STAT-5) (Fig 8). ETS-1 (p = 0.04) and STAT1 (p = 0.05) were the only TF that showed a statistical difference between treatment groups at 3 hours post-ischemia. ETS-1 activity increased by 2-fold at 3 hours following ischemia, which was blocked by NRG1.

**Fig 8:**
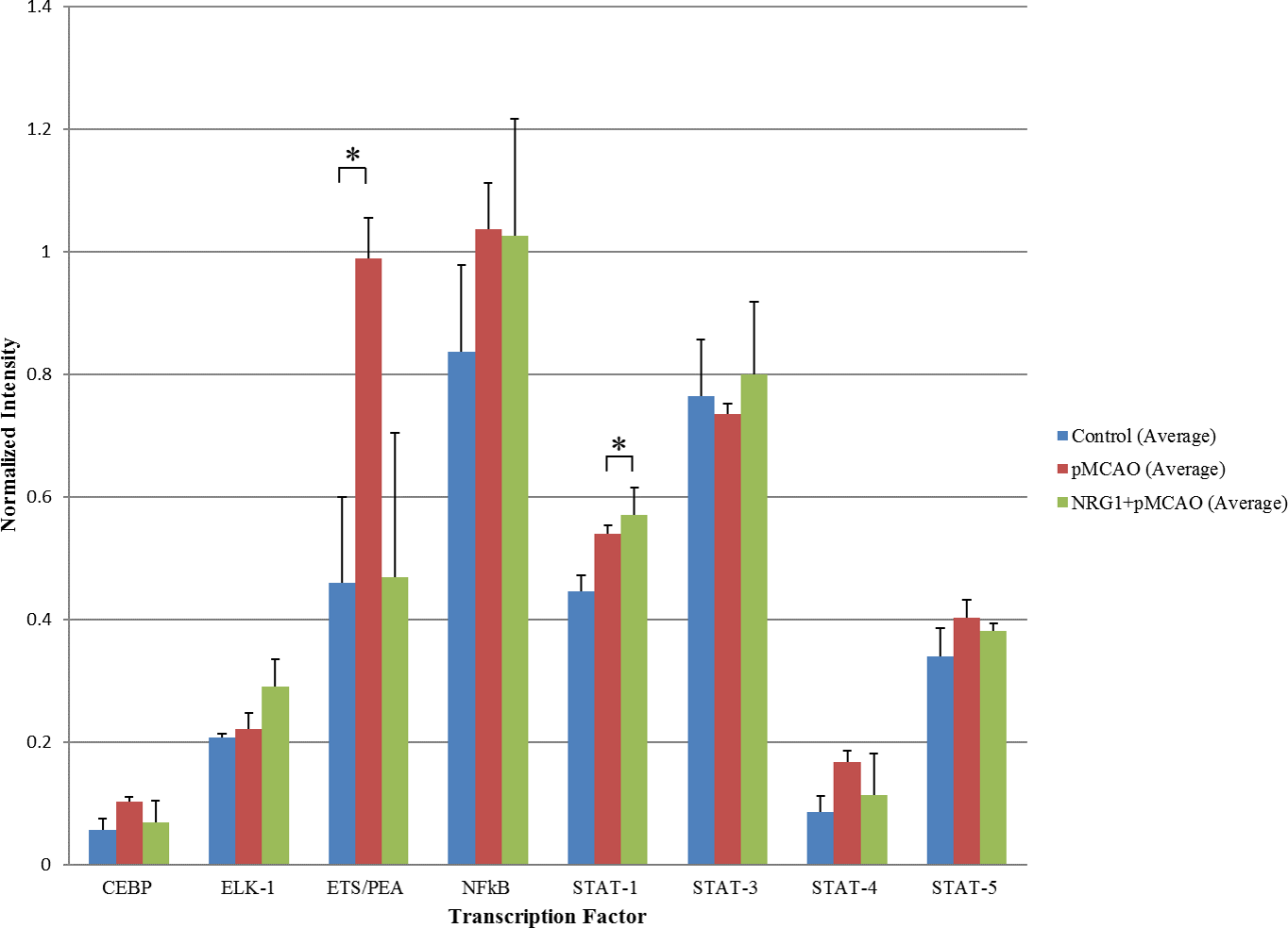
Transcription factor array. (a) STAT-1 and ETS-1 activity were increased 3 hours following ischemia and NRG1 treatment. NRG1 treatment reduced the activity of ETS-1 following stroke.

## Discussion

Following ischemia in the rat brain, neuronal damage begins early in the striatum, then spreads to the cortical areas (the penumbra) in the hours after ischemia [27]. In the present study, we used microarray technology to examine the molecular events occurring early in the cortex following MCAO model to determine how NRG1 treatment affects the propagation of ischemic damage to the penumbra. There was heavy FJB labeling in the striatum, but limited FJB staining in the cortex following MCAO. This indicates that at this early time point the injury may not have progressed to irreversible neuronal damage, which is indicative of the ischemic penumbra [44]. This study also provides evidence that NRG1 may provide early neuroprotection in the growing ischemic penumbra. Bioinformatic analysis identified clusters of genes that exhibit specific expression patterns where genes were altered following MCAO, but returned towards control levels following treatment with NRG1. We used pathway analysis tools, IPA and Enrichr, to understand the biological mechanisms associated with these clusters/genes of interest. CONFAC analysis was used to predict TF that could regulate these genes based on overrepresented TFBS associated with this set of genes.

Although NRG1 was not present in the cluster of genes analyzed, a network analysis revealed that NRG1 was a common link to many of the genes in this cluster. 

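Nrg1 itself was level across the groups, at 5.89 ± 0.07 log2 in sham, 5.92 ± 0.05 in MCAO and 5.95 ± 0.10 in MCAO+NRG1 (mean ± SD, n = 4, 3 and 3). The difference was 0.03 ± 0.14 between MCAO and sham and 0.02 ± 0.15 between MCAO+NRG1 and MCAO (± SE), with adjusted p = 0.895 and 0.999 in limma. Of 30 measured genes of neuregulin and ErbB signalling, 2 were called lower after MCAO and none higher, and neither was called after median centring. With NRG1, 10 of the 30 had a positive fold change, 18 after median centring, and none was called. The list did not pass camera for MCAO (adjusted p = 0.519) or for NRG1 (adjusted p = 0.557).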

IPA curated references identified genes within cluster 4 namely, OPA3, IRS1, CHRNB3, and POU6F1, that have been previously associated with NRG1 [45–48]. The transcription factor POU6F1 (Brn-5) has been shown to be regulated by NRG1 and is involved in Schwann cell myelination [47]. Stress-dependent transactivation of NRG1 receptors was shown to induce phosphorylation of IRS proteins resulting in insulin resistance [45]. IRS-1 has also been linked to ischemic stroke, possibly being an indicator of cardiovascular disease and increasing insulin resistance [49, 50].

Many of the transcription factors identified in this study have previously been associated with mechanisms related to ischemic stroke. The most notable were NFκB [51, 52] and STAT [53–55], which have both been associated with regulating inflammatory mechanisms leading to cell death following ischemic stroke. CEBP has also been identified in microglia cells following ischemic stroke and has been shown to mediate ischemic neuronal damage [56, 57]. The expression levels of SRF [58], ELK1 [59], SREBP1 [60], and NRF-2 [61] have been shown to increase in ischemic stroke models. Also, we previously showed that the transcription factor IK1 was associated with genes that increased following transient MCAO using CONFAC [29]. CP2, E47, IK3, TAL1, USF, and YY1 are TF that has not been previously shown to be associated with stroke. However, YY1 has been shown to mediate the effects of NRG1 on transcriptional modulation of peripheral myelination by Schwann cells [62]. Several of these transcription factors have previously been linked to neurodegeneration [63–66], which may provide additional information about the mechanisms through which NRG1 regulates ischemia-induced genes.

A key transcriptional regulator of the genes analyzed by CONFAC was ETS-1. ETS-1 (v-Ets Avian Erythroblastosis Virus E26 Oncogene Homolog 1) was discovered from an avian erythroblast virus (E26) myb-ets fusion oncogene. ETS-1 was the first identified protein in the ETS family of transcription factors, consisting of 12 subfamilies of proteins, including ETS, ELF, ELG, ERG, ERF, ESE, PSEF, PEA3, ER71, SPI, TCF and TEL [67–69]. ETS-1 has been previously associated with many biological processes, including embryonic development and inflammation [67–69]. ETS-1 requires either protein-protein interactions with other transcription factors, such as Runx1, Pax5, USF1, STAT5, and TFE or phosphorylation of the threonine residue (Thr38). Phosphorylation of the serine residues in the auto-inhibitory segment of ETS-1 has been shown to prevent binding of DNA [70], which may be relieved by interactions with several proteins, including USF1 [71], which was also identified in the CONFAC analysis. ETS-1 has been previously shown to bind directly to and increase IKKα expression, which is associated with activation of the NFκB alternative pathway and inhibition of the NFκB canonical pathway mediated pro-inflammatory mechanisms [70–72]. Using CONFAC, we previously showed that ETS-1 was associated with neuronal death and inflammation in a rat stroke model [29]. Enrichr, STRING and transcription factor assay analyses all indicated that ETS-1 may play a role in the neuroprotective and anti-inflammatory effects of NRG1 in the brain following MCAO. ETS-1 family members have been shown to be involved in NRG1 mediated Schwann cell survival [72]. Studies are underway to understand the mechanisms by which ETS-1 is regulated following ischemic stroke and how it is affected by NRG1.

## Conclusion

NRG1 is neuroprotective following ischemic stroke. ETS-1 was identified as a candidate transcription factor associated with the regulation of gene expression by stroke and NRG1 treatment. NRG1 is currently in a phase III human clinical trial for heart failure and showed significant efficacy for improving cardiac function human patients [73, 74]. Therefore, understanding the mechanisms used by NRG1 to prevent neuronal cell death could lead to the development of a novel strategy to treat stroke.

## Supporting information

S1 Table Genes located in k-means clusters.

How the deposited data were processed for this re-analysis (not part of the article)

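RNA from the left cortex of 10 rats was measured, 1 Affymetrix Rat Gene 2.0 ST array per animal, 3 hours after sham surgery (n = 4), permanent MCAO with vehicle (n = 3) or permanent MCAO with NRG1 (n = 3). The deposited table holds log2 values for 36685 probe sets, which the authors made with RMA (background correction, quantile normalization and summary) in the oligo package; the versions are not stated. The array medians still differ, and whether all arrays were normalized together cannot be read from the values. Groups were taken from the deposited sample titles.

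Probe sets were joined to gene symbols through the platform annotation supplied with the series and a rat gene table of the GRCr8 assembly, which also resolved older names. A single symbol was listed for 18511 probe sets (18166 distinct symbols, 18394 probe sets in the GRCr8 table), several for 575 and none for 17599. The single-symbol probe sets were tested; probe sets of one gene were not averaged, and a gene with several is given by the one with the highest mean. Positions are not given, since the annotation names no assembly for the probe sets.

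One linear model with the 3 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes at default settings), with 3 contrasts and a moderated F test over MCAO minus sham and MCAO+NRG1 minus MCAO. Calls are at a Benjamini-Hochberg adjusted p under 0.05. The share of the way back to sham, called recovery, is (MCAO+NRG1 mean minus MCAO mean) / (sham mean minus MCAO mean), and a probe set counted as moved back at a recovery of at least 0.25. The number of such probe sets was compared with 100 simulations that used the fitted means, no NRG1 effect and the fitted spread, and with all 20 assignments of the 6 occluded arrays to the 2 groups. The simulations passed 4204.5 probe sets by the F test (median) against 2123 in the data, and 757 to 935 moved back. K-means used 10 profiles and 100 starts on standardized group means. Camera tested 28 gene lists, each against all other genes. It used its preset correlation of 0.01 between genes, and then an estimated correlation, adjusted over all lists and contrasts. The lists, written before the data were examined (the Dlk1-Dio3, sterol and potassium channel lists after reading the paper's tables), are immediate early, heat shock, inflammatory, hypoxia, integrated stress, sterol, interferon, glucocorticoid, circadian, neuregulin and ErbB, ETS family, predicted regulators of cluster 4, glutamate receptor, neuron, astrocyte, oligodendrocyte, microglia, endothelial, mural, meningeal, neutrophil, choroid plexus, striatal, RT-PCR reference, Dlk1-Dio3, potassium channel, olfactory and vomeronasal receptor, and ribosomal protein genes. The paper's tables hold genes that the study selected on these arrays. Tests of the lists written after reading them are therefore not independent evidence. Lists of the study's own clusters came from Table 1, Table 2 and S1 Table. The copy of S1 Table at hand is cut short, so that 51 of the cluster 4 genes could be read.

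Genes are named by a rule set before the data were examined: the 10 largest changes in each direction per contrast among called probe sets with no overlap between the arrays of the 2 groups, and where too few passed, up to 5 of smallest p; genes the paper names and the Table 1 genes of clusters 3, 4 and 10; and up to 4 members of each list by p. Predicted genes and olfactory receptors were skipped in the first part. The paper's tables had been seen when the rule was set. Or8h7b falls outside the first part and is named because it is the single call between the occluded groups, after its values were seen.

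The precision is set by the number of arrays. It was tested on simulated data with the fitted spread over 18511 probe sets, of which 100 changed by 1 log2 and 100 by 0.5 log2. The MCAO against sham test recovered 69% of changes of 1 log2 and 4% of changes of 0.5 log2, and the MCAO+NRG1 against MCAO test 61% and 1%. With so few changed probe sets the adjusted p is stricter than in the real MCAO against sham test, which gave 1241 calls. Jph3, at −0.56 log2, was called there (adjusted p = 0.0457 in limma), so 69% and 4% are low estimates for that contrast. Signal near background was judged from 1358 olfactory and vomeronasal receptor probe sets.

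The alternatives tried were median centring, quantile normalization of the deposited values, leaving out dim probe sets, testing all 36685 probe sets, 1 probe set per gene, unadjusted p, trend and robust settings, array weights, an ordinary variance, the replicate number as a block, fits of only 2 groups, a recovery of 0.5, 6 and 15 profiles, clustering of the 10 arrays, and leaving out each array in turn. Median centring and quantile normalization were done over the single-symbol probe sets only. The relation of results to GC content was not examined, since no genome sequence was at hand. The RT-PCR, histology, transcription factor activity and promoter analyses have no deposited data and were left out.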

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

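The tests of an array level difference, of exchanged array labels and of a level difference behind the study's genes, the assignments of the occluded arrays for the moved-back count, the rule that sets its simulation aside, the receptor probe sets beside the array medians and the bound on their correlation, the other splits for MCAO+NRG1 against MCAO and for the 3 groups and on the median-centred values, and the use of both scalings for the meningeal and striatal lists were chosen only after the results were seen; for the study's genes the test was at first the best constant offset (78.8% against a bound of 80%), and was changed to the tally after median centring, with the same bound, when both values had been seen.

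A first pattern is the movement of the study's genes with NRG1. Chance values of the MCAO arrays, which both steps share, cannot be told apart from an effect of NRG1 in the number of probe sets moved back. Of the simulations without an NRG1 effect, 100% reached the observed 184. They passed 4204.5 probe sets by the F test against 2123 in the data, so their count alone decides nothing. As a share of the probe sets that passed, 8.67% moved back in the data and 20.1% in the simulations (lowest 18.3%). Of the 20 assignments of the 6 occluded arrays, 19 reached 184, the deposited one included. The others gave 171 to 1665 (median 686), the lowest with the arrays numbered 2 exchanged. The share rests on the same simulations as their count and does not decide either. The moved-back count shows no excess over the other assignments, and is no evidence of an NRG1 effect. Of 66 measured genes of clusters 3 and 10 and Table 2, 43 ran in the study's direction from MCAO to MCAO+NRG1 after median centring with the labels as given (36 on the deposited scale). Under the best of the 20 possible assignments of the 6 occluded arrays, which exchanges the arrays numbered 2, 60 did. Random sets of 66 probe sets that passed the F test reached at most 50 in 1000 draws. Those sets were not chosen for a direction, as the study's genes were, so the draws cannot show that 60 exceeds chance. The tables argue against a level difference between arrays as the whole cause: removing it left 43 (median centring) and 42 (quantile normalization) of 66, and the best constant offset, −0.60 log2 where the measured difference was −0.11, gave 52 with 6 of the 20 cluster 10 genes. An exchange of labels between 1 MCAO and 1 MCAO+NRG1 array may lie behind the difference and stays open, since the deposited scale prefers another partner (58, with the MCAO array numbered 3), the study selected the genes, and the idea was found and tested on the same data; all results keep the deposited labels, and the paper's qRT-PCR runs in the study's direction only if higher values in Fig. 5B mean more transcript, and does not settle it.

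A second pattern is that 83.6% of the calls between MCAO and sham were lower in MCAO. After median centring 32.6% were lower, and after quantile normalization 46.6%, a balance that the scaling itself largely sets, so a level difference between whole arrays cannot be told apart from a real fall of many transcripts. Receptor probe sets near background followed the array medians only in part (r = 0.481 over the 10 arrays). They were 0.18 log2 lower in MCAO than in sham, where the array medians were 0.16 lower. They were 0.02 higher in MCAO+NRG1 than in MCAO, where the medians were 0.11 lower. MCAO replicate 3 joined a median of 6.12, as in sham, to a receptor median of 2.89, as in the other MCAO arrays. These array medians are of the single-symbol probe sets. Over all probe sets the median of MCAO replicate 3 was 4.92, below every sham array (4.95 to 5.14).

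Another pattern is the fall of vascular and meningeal markers after MCAO, with list medians of −0.50 for endothelial and −0.58 for meningeal and perivascular fibroblast markers. A different amount of meningeal tissue in the dissected cortex cannot be told apart from a change within the tissue: 95.7% of the 23 meningeal members were lower on the deposited scale and 78.3% after median centring, the scale decides on which side of the 80% bound the list falls, and endothelial markers fell nearly as much. Striatal tissue in the dissection also stays open, with a striatal marker median of 0.29 on the deposited scale and 0.45 after median centring, between the bounds of 0.2 and 0.5. GC content was not examined.

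Other lists shifted between MCAO and sham in data that the paper did not break down by list, by their median log2 fold change: immediate early genes 0.675, heat shock genes 0.32, inflammatory genes 0.16, hypoxia genes −0.0238 (0.14 after median centring), stress response genes 0.0143, sterol genes 0.17, oligodendrocyte markers 0.0448, choroid plexus markers −0.82 and Dlk1-Dio3 genes −0.58. None of these lists passed with an estimated correlation (adjusted p = 0.28 to 0.787 in camera). The shifts are relative to all other genes, with which camera compares a list, so a list with a median near 0 can pass. The sterol and Dlk1-Dio3 lists were written after reading the paper's tables of genes selected on these arrays, so their shifts are not independent evidence.

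Between MCAO+NRG1 and MCAO, these lists differed by camera, with the median log2 fold change: immediate early genes 0.60, inflammatory genes 0.0686, interferon genes 0.13, glucocorticoid-responsive genes 0.10, endothelial markers −0.19, mural markers −0.13, meningeal markers −0.26, striatal markers −0.37, olfactory and vomeronasal receptors −0.0013 (0.10 after median centring, the direction of the test) and ribosomal protein genes −0.16. None of these lists passed with an estimated correlation (adjusted p = 0.24 to 0.787 in camera). Single MCAO+NRG1 arrays stood apart for 5 of them, by the list medians of replicates 1 to 3: replicate 2 for interferon (−0.38, 0.44 and −0.28) and inflammatory genes (0.03, 0.71 and −0.00404), and replicate 1 for striatal (−0.66, 0.29 and 0.04), endothelial (−1.15, −0.67 and −0.49) and mural markers (−1.01, −0.63 and −0.47). None of these 5 lists passed camera without that replicate. Or8h7b differed by −2.05.

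Single sham arrays lay far from the other 3 for 6 named genes and 1 list: replicate 1 for Mir501 (4.50), P4ha1 (8.09), Idi1 (7.84), Tac1 (7.42) and the median-centred potassium channel list (−0.12), and replicate 3 for Egr2 (7.08) and Srebf1 (7.73). About 1 group in 20 would be picked out in this way by chance alone.

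Chance groupings of the arrays were examined by counting calls under other splits. For MCAO against sham, 2 of 35 splits reached 1241, the highest other giving 2617 (sham replicates 2, 3 and 4 against sham replicate 1 with the MCAO arrays), so chance cannot be excluded. After median centring that split gave 3038 against the real 604, which points to a structure of the arrays with sham replicate 1 apart from the other sham arrays. For MCAO+NRG1 against sham, 1 of 35, the real one, reached 3199, the highest other giving 2935, which is the smallest share that 35 splits can give. On that scale the array medians of the 2 groups did not overlap (5.79 to 5.81 and 6.05 to 6.11), so the count also holds their level difference. After median centring 2 of 35 reached the real 995 and the highest other gave 2937. Chance is therefore not called excluded for this contrast. For MCAO+NRG1 against MCAO, the splits (2 of 10 at the observed count of 1, highest other 1) are too few to tell. For the 3 groups, 5 of 100 reached 2123, the highest other giving 3140, so chance cannot be excluded.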

How the results depend on the processing

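Leaving out both arrays numbered 2 of the occluded groups (with or without median centring), leaving out MCAO array 3 with median centring, and k-means after median centring were chosen after the data were seen. Counts are given in the order 3 groups, MCAO against sham, MCAO+NRG1 against MCAO, MCAO+NRG1 against sham, moved back, opposite calls, reported as 2123, 1241, 1, 3199, 184 and 1; one not given stayed within 1.5 times. Median centring gave 749, 604, 995 and 64 (1, 2, 4, 5); quantile normalization 828, 742, 1041 and 93 (1, 2, 4, 5); all 36685 probe sets 908, 307, 0, 84 and 0 (1, 2, 3, 5, 6); unadjusted p 5863, 5377, 594, 6665, 808 and 85; array weights 8075, 7120, 2, 7820 and 1159 (1 to 5), MCAO array 3 having the lowest weight, 0.23; ordinary variance without moderation 407, 283, 0, 1217, 26 and 0. Only the 2 groups compared gave 509 for MCAO against sham, and a recovery of 0.5 gave 40 moved back. Both arrays numbered 2 left out gave 1003, 158, 1595 and 113 (1, 2, 4, 5), and with median centring 480, 68, 0, 653, 41 and 0; MCAO array 3 left out with median centring gave 884, 450, 0, 1366 and 0 (1 to 4 and 6). Leaving out 1 array in turn gave 304 (sham 2) to 4415, 102 (sham 4) to 3583, 0 (MCAO 1 or 3) to 1, 889 (MCAO+NRG1 3) to 4936, 14 (sham 2 or 4) to 841 and 0 (MCAO 1 or 3) to 1, every highest count above 1 without MCAO 3. The 269 probe sets in reversed k-means profiles became 595 (unadjusted p), 179 (10 arrays clustered), 38 (median centring) and 2 (sham 4) to 814 (MCAO 3) with 1 array left out. Of 84 list tests 35 passed, 0 with an estimated correlation, and 30 (without MCAO+NRG1 2) to 40 (sham 3) with 1 array left out. The correlation of the 2 steps, −0.18, ran from −0.35 (MCAO 2) to −0.0314 (MCAO+NRG1 2). For zero counts at an adjusted p in limma, 594 probe sets had an unadjusted p under 0.05 with all arrays. Dim probe sets left out, 1 probe set per gene, trend and robust settings, 6 and 15 profiles kept these counts within 1.5 times, but without dim probe sets the moved-back probe sets lower in MCAO fell from 138 to 76 and the correlation to −0.101. The cause was not tested.

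Lists turned direction in 9 cases where the list passed before or after the turn, given with the range of camera adjusted p when 1 array was left out. Receptors for MCAO against sham ran from 0.0454 (MCAO 3, turned) to 0.989 (sham 4). For MCAO+NRG1 against MCAO, heat shock genes ran from 0.0434 (MCAO 2, turned) to 0.876 (MCAO+NRG1 2), interferon genes from 6.35e-09 (MCAO+NRG1 3) to 0.389 (MCAO+NRG1 2, turned), endothelial markers from 5.96e-06 (MCAO+NRG1 3) to 0.734 (MCAO 1), turned at 0.655 (MCAO+NRG1 1), and receptors from 1.06e-07 (MCAO 2) to 0.48 (MCAO 3, turned). For MCAO+NRG1 against sham, interferon genes ran from 7.71e-05 (MCAO+NRG1 1) to 0.897 (MCAO+NRG1 2, turned). Without both arrays numbered 2, heat shock (0.0104) and interferon genes (0.598, and 0.862 against sham) turned. The other list results were the same in 1109 cases, weaker in 62, stronger in 36 and moved in 44; results for named genes were the same in 3959, weaker in 442, stronger in 63 and moved in 126. The cause was not tested.

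With the replicate number as a block (replicate block), 498, 232, 1432 and 33 probe sets were found (3 groups, MCAO against sham, MCAO+NRG1 against sham, moved back). The numbers do not pair the arrays: 4 of 10 arrays correlated best with an array of their own number, and the 9 pair correlations ran from −0.19 to 0.22. The GC correction, alone and with the block, was not run for lack of a genome sequence. Named probe sets under 4.64 log2, all but 12636, lie near background, where changes are compressed.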

Differences from the paper's values

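No fit used here was chosen after a result was seen; the comparison of Fig. 5B with the arrays is not part of the plan fixed before the data were examined. The paper gives 30 genes raised by MCAO and returned by NRG1 (its cluster 10, a k-means cluster at p < 0.05), and 46 probe sets passed the F test at an adjusted p under 0.05 and moved back by at least 0.25 from above. Of the alternatives set before the data were examined, the difference stays within 1.5 times under median centring (32), with all probe sets tested (35) and without MCAO+NRG1 replicate 1, 2 or 3 (27, 26 and 21). It does not under quantile normalization (50), dim probe sets left out (48), 1 probe set per gene (46), unadjusted p (292), trend and robust settings (50), array weights (423), ordinary variance (3), the replicate block (11), a recovery of 0.5 (13), without sham replicates 1 to 4 (168, 3, 5 and 4) or without MCAO replicates 1 to 3 (62, 90 and 52). The clustering differs from the paper's, which states no bound for a return.

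The paper's qRT-PCR values were read by eye as differences between groups in Fig. 5B, whose axis is relative transcript abundance from ΔCt, taken as log2 with higher meaning more transcript, as the axis label has it. The paper defines ΔCt as Ct of the gene minus Ct of GAPDH, where higher means less transcript; on that reading the signs of all 6 values below would turn. For MCAO minus sham they are about −4 for Irs1, about −4 for Opa3 and about −6.2 for Pou6f1 (Fig. 5B, read by eye), and the array values are −0.19, −0.54 and −0.47 log2. For MCAO+NRG1 minus MCAO they are about 3.2, about 3.5 and about 4.7 (Fig. 5B, read by eye), and the array values are −0.41, 0.0183 and 0.0454. All 6 differ under median centring and under quantile normalization too. The array and qRT-PCR scales of change need not be equal; the sign differs for Irs1 with NRG1, or on the other reading for all but that 1 of the 6.

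The paper states that cluster 4 genes returned to near baseline with NRG1. Only 51 of its 92 genes could be read and 42 of these were measured, so the tally covers a part of the cluster. Of the 42 measured, 19 were nearer to sham in MCAO+NRG1 than in MCAO, 10 of them by at least 0.25 of the way. In limma 0 passed between the occluded groups, with 6 at an unadjusted p under 0.05. After median centring 25 were nearer. For the 37 measured genes of Table 2 the tally was 16, and 24 after median centring. The paper states that Irs1, Opa3 and Pou6f1 follow on the arrays the pattern seen by qRT-PCR, taken as down with MCAO and up with NRG1. The array means of all 3 were lower in MCAO than in sham, but none passed limma. The difference of Irs1 in MCAO (−0.19 ± 0.21 log2, ± SE) was within 1 SE of 0. With NRG1 the array value of Irs1 was lower and those of Opa3 and Pou6f1 were within 1 SE of 0. The paper states that cluster 10 genes increased with MCAO and trended back: 12 of 20 measured were higher in MCAO (17 after median centring), and 10 were higher in MCAO and then lower with NRG1 (10 after median centring). With NRG1, 6 of the 20 ended nearer to sham than in MCAO (7 after median centring), and 10 went past sham and ended further from it (5 after median centring). For potassium channels the paper states that the qPCR of 2 genes matched the arrays, and its text and legend name different ones; Kcnn1 differed between MCAO+NRG1 and MCAO by −0.49 ± 0.20 log2 (± SE) and did not pass, and Kcnh6 was near background in both groups, so no direction is given for it. The paper describes many genes up- and downregulated by NRG1 compared with MCAO; limma called 1, and 594 at an unadjusted p under 0.05.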

Other observations

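The comparisons in the first 2 paragraphs were set before the data were examined, and none was chosen after a result was seen. Genes of the ETS family, to which the paper's predicted regulator belongs, were not called as a group. The paper also reports a binding assay of nuclear extracts in which ETS-1 activity rose after ischemia and NRG1 blocked the rise. RNA levels do not measure that activity, so the values here do not bear on it. Ets1 was 5.18 ± 0.14 log2 in sham, 4.97 ± 0.24 in MCAO and 4.98 ± 0.21 in MCAO+NRG1 (mean ± SD, n = 4, 3 and 3). Elk1, a partner of serum response factor, fell by −0.90 ± 0.21 log2 in MCAO (± SE; adjusted p = 0.028 in limma, 0.0585 after median centring), and Elf2 rose by 0.59 ± 0.15. Of 26 measured ETS genes 1 was called higher and 1 lower in MCAO (camera adjusted p = 0.849), and with NRG1 the list did not pass either (adjusted p = 0.557). Of 20 measured regulators that the paper predicts for cluster 4, 3 were called lower in MCAO and none higher: Elk1, Srebf1, the sterol regulator gene (−0.70 ± 0.19), and Stat5a (−0.56 ± 0.16); none of the 3 passed after median centring, and the list did not pass camera (adjusted p = 0.37, and 0.503 with NRG1).

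Immediate early genes as a list were higher with NRG1 than with ischemia alone by camera on the deposited and the median-centred scale, though not with an estimated correlation (adjusted p = 0.24), with per-array list medians, relative to the sham mean, of 0.82, 0.77 and 0.40 in the MCAO arrays and 1.27, 1.53 and 0.79 in the MCAO+NRG1 arrays. Other lists gave these median log2 fold changes and camera adjusted p in limma for MCAO against sham: interferon −0.09 (0.796), glucocorticoid −0.26 (0.714), circadian −0.05 (0.181), glutamate receptors −0.10 (0.985), mural markers −0.39 (0.0543), neutrophil and blood cells −0.11 (0.495), RT-PCR reference genes −0.03 (0.154), olfactory and vomeronasal receptors −0.15 (0.76) and ribosomal proteins −0.04 (0.0543). Choroid plexus markers had 1 of 13 members called lower and 11 when adjusted over the list alone (adjusted p = 0.0069 by camera, 0.647 with an estimated correlation), with sham arrays that varied widely: Ttr was 7.81 ± 2.67 (mean ± SD, n = 4). For MCAO+NRG1 against MCAO the lists not given elsewhere did not pass: heat shock (adjusted p = 0.69), hypoxia (0.893), stress response (0.671), sterol (0.171), circadian (0.181), glutamate receptors (0.671), neuron (0.714), astrocyte (0.791), oligodendrocyte (0.218), microglia (0.218), neutrophil (0.103), choroid plexus (0.624), reference genes (0.097) and Dlk1-Dio3 (0.154). Those that passed had adjusted p = 9.0e-06 (inflammatory), 4.77e-05 (interferon), 9.31e-06 (glucocorticoid), 0.0264 (endothelial), 0.0343 (mural), 9.87e-06 (meningeal), 4.05e-04 (striatal), 3.59e-04 (receptors) and 0.00364 (ribosomal), and none passed with an estimated correlation (adjusted p = 0.647, 0.647, 0.28, 0.748, 0.647, 0.573, 0.658, 0.658 and 0.787).

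Arrays correlated at 0.978 to 0.994 within sham, 0.983 to 0.989 within MCAO and 0.986 to 0.990 within MCAO+NRG1. For 1063 probe sets (5.74%) the MCAO and MCAO+NRG1 arrays did not overlap, where chance gives 10%.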
